# Investigating the molecular basis of local adaptation to thermal stress: population differences in gene expression across the transcriptome of the copepod *Tigriopus californicus*

**DOI:** 10.1186/1471-2148-12-170

**Published:** 2012-09-05

**Authors:** Sean D Schoville, Felipe S Barreto, Gary W Moy, Anastasia Wolff, Ronald S Burton

**Keywords:** Next-generation sequencing, RNA-seq, Heat shock proteins, Diversification, Temperature stress, Climate

## Abstract

**Background:**

Geographic variation in the thermal environment impacts a broad range of biochemical and physiological processes and can be a major selective force leading to local population adaptation. In the intertidal copepod *Tigriopus californicus*, populations along the coast of California show differences in thermal tolerance that are consistent with adaptation, i.e., southern populations withstand thermal stresses that are lethal to northern populations. To understand the genetic basis of these physiological differences, we use an RNA-seq approach to compare genome-wide patterns of gene expression in two populations known to differ in thermal tolerance.

**Results:**

Observed differences in gene expression between the southern (San Diego) and the northern (Santa Cruz) populations included both the number of affected loci as well as the identity of these loci. However, the most pronounced differences concerned the amplitude of up-regulation of genes producing heat shock proteins (Hsps) and genes involved in ubiquitination and proteolysis. Among the *hsp* genes, orthologous pairs show markedly different thermal responses as the amplitude of *hsp* response was greatly elevated in the San Diego population, most notably in members of the *hsp*70 gene family. There was no evidence of accelerated evolution at the sequence level for *hsp* genes. Among other sets of genes, cuticle genes were up-regulated in SD but down-regulated in SC, and mitochondrial genes were down-regulated in both populations.

**Conclusions:**

Marked changes in gene expression were observed in response to acute sub-lethal thermal stress in the copepod *T. californicus*. Although some qualitative differences were observed between populations, the most pronounced differences involved the magnitude of induction of numerous *hsp* and ubiquitin genes. These differences in gene expression suggest that evolutionary divergence in the regulatory pathway(s) involved in acute temperature stress may offer at least a partial explanation of population differences in thermal tolerance observed in *Tigriopus*.

## Background

Thermal environments often vary spatially and temporally across the geographic range of a species and such variation can be an important selective force leading to genetic divergence of local populations [1]. In particular, selection resulting from the extremes in local temperature variation can have a broad impact on an organism’s genome, due to the important role of temperature on a range of biochemical and physiological processes [2]. Several studies have shown that tolerance of intertidal invertebrates to thermal stress is correlated with local temperature regimes; much of this work has focused on the tolerance limits of different species, both among unrelated taxa [3] and among congeners [4-6]. Results of these studies typically indicate that the geographic and ecological ranges of species are determined by thermal constraints, but the genetic basis for thermal tolerance is often not known and in some cases the observed phenotypic variation is driven by plasticity in traits rather than genetic differences among populations [7,8]. In order for local adaptation to evolve across environmental gradients, there must be underlying genetic variation in the phenotypic trait and moderate to strong environmental selection [9]. Additionally, rates of interpopulation gene flow must remain low, or gene swamping will override the effect of diversifying selection [10].

Several empirical studies have found evidence of the genetic fixation of alternative alleles related to local adaptation of populations along latitudinal clines [11,12] and altitudinal gradients [13,14]. These studies suggest that local adaptation sometimes involves structural changes in single protein-coding loci with large effects [15,16]. Point mutations in protein coding sequences can result in allelic gene products with differing thermal optima [17] and directly impact protein function (e.g., transporter affinity or enzyme activity) or alter the thermal stability of proteins, i.e., their propensity to lose native conformation at warmer temperatures. However, not all environmental adaptations involve changes in protein structure, as genes can alternatively evolve new patterns of expression. Natural selection on regulatory variation might play a major role in evolution of local adaptation [18,19], particularly since a single change in a master regulator gene can result in widespread changes in gene expression across the transcriptome [20]. Of course, there is also the possibility that genetic changes underlying local adaptation involve a combination of both structural changes and changes in gene regulation. Efforts to differentiate these alternatives are only now becoming feasible with next generation sequencing (permitting the analysis of regulatory elements on a genome-wide scale) and studies of transcriptome responses to the environment.

Until relatively recently, assessing structural variation of genes and gene expression during thermal stress in non-model organisms has often been limited to few genes. Heat shock proteins (Hsps) have been the most important targets for investigation because they play an important role in maintaining cellular functions under environmental stress [4,21-26]. With the recent accessibility of genomic tools for use in non-model organisms, several studies have taken advantage of microarray technology for profiling expression of hundreds to thousands of genes simultaneously. These investigations have shown that the gene-regulatory response of intertidal animals to thermal stress is much more complex than previously predicted. For instance, Lockwood et al. [5] showed that different species of *Mytilus* mussels rely, at least partially, on different sets of genes (including Hsps) during heat shock experiments. Moreover, microarray studies have revealed classes of genes that were previously unmonitored during thermal stress, but that appear to play a significant role in the thermal response [5,27-29]. Next-generation RNA sequencing technology (RNA-seq) [30] now allows us to simultaneously assemble transcriptomes and quantify gene expression across tens of thousands of genes without any *a priori* genomic information. Another useful aspect of the RNA-seq approach is that the data consist of actual transcript sequences, permitting accurate determination of expression levels of closely related paralogs in gene-rich families (such as the Hsps) that might otherwise be pooled in microarray studies [31], and identification of any structural variation among copies of ortholgous genes found in different populations.

Here we initiate investigations of the genetic mechanisms that underlie population differences in thermal tolerance observed in *Tigriopus californicus*[32]*.* Besides experiencing extreme daily and seasonal temperature fluctuations (annual range of 6-33°C at one site) in their local shallow intertidal pools [33], this species is distributed over 5000 km of coastline, from Baja California, Mexico to Alaska, spanning ~35 degrees of temperate latitude. Under moderate temperature conditions, populations of *T. californicus* show no consistent differences in survivorship [34]. Willett [32] and Kelly et al. [35] independently demonstrated that *T. californicus* exhibits pronounced interpopulation differences in tolerance to high temperature stress. With large local populations, restricted gene flow, and short generational time, we hypothesize that differences in high temperature tolerance are driven by local adaptation. As a first step in understanding the molecular mechanisms that might underlie adaptation to local thermal regimes among *T. californicus* populations, we employed RNA-seq to characterize divergence in transcriptome-wide gene expression profiles between two populations with different thermal tolerances. We additionally examine the structural variation underlying members of the *hsp70* gene family to examine whether sequence variability might account for differences between these populations.

## Methods

### Preparation of animals

At least 2000 *Tigriopus californicus* were collected from each of two natural populations, San Diego (SD: N 32.746842, W −117.254650) and Santa Cruz (SC: N 36.949589, W −122.047036), and maintained in the laboratory at 20°C with a 12-hour light:dark cycle for 1–3 generations before initiation of experiments. Two replicate samples of over 300 individual copepods of all life stages were pooled from laboratory stocks of SD and SC and flushed repeatedly in filtered (0.22 micron) seawater over two days. One sample from each population served as a control treatment, while the other sample served as the acute heat stress treatment. Pooling of large numbers of individuals into single RNA samples allows for biological averaging, and for small experimental designs, pooling has been shown to approximate non-pooled, replicated designs [36]. To initiate an acute heat stress, samples were placed in 50-ml Falcon tubes and immersed in a 35°C water bath for one hour, allowed to recover for 1 hour at 20°C, and then immediately transferred into Tri Reagent (Sigma) for RNA extraction. Samples in the control treatment were maintained at 20°C and otherwise treated identically. Samples in Tri-Reagent were disrupted with a tissue homogenizer and total RNA was then extracted following the manufacturer’s protocol.

### Illumina sequencing

The Illumina mRNA sequencing kit (RS-100-0801) and multiplexing kit (PE-400-1001) were used to isolate mRNA and prepare sequencing libraries. Matching barcodes were assigned to the SD control and heat stress sample (TGACCA), as well as the SC control and heat stress samples (GCCAAT), to allow for multiplexing on two lanes of an Illumina GA-II genome analyzer flow cell. This was done to remove possible PCR bias in comparisons of control versus heat stress samples. For sequencing, the two barcoded control samples were pooled in one lane, while the two barcoded heat stress samples pooled in an adjacent lane of the flow cell. Previous experiments have suggested that there is relatively little between-lane bias [37]. Each sample was sequenced for single-end 100 basepair read lengths.

### Preparation of reference assemblies

Reference transcriptomes for SD and SC were previously developed from 454 pyrosequencing of each population [38]. To improve coverage and representation of rare gene transcripts in these reference assemblies, we performed *de novo* assembly using the previously published 454 data and the new Illumina data. Separate assemblies were made for SD and SC sequencing reads. CLC Genomics Workbench v4.5 (CLC Bio) was used to remove adaptors and trim sequences of low quality reads, and the reads were assembled into contigs with the following assembly parameters: minimum fraction length of read overlap = 0.5, minimum sequence similarity = 0.9, minimum contig length 60 basepairs.

Assembled contigs from each population were identified as putative gene products using BLASTX searches in NCBI’s non-redundant (nr) protein database and annotated for gene function using the Blast2GO software [39,40]. The highest scoring BLAST hit, at a threshold E-value of 10^-3^, was used to assign a gene name to each assembled contig. For contigs with a positive BLAST hit, Gene Ontology (GO) [41] terms were retrieved at a threshold of 10^-6^.

Orthology between SD and SC contigs was assessed by a reciprocal best-hit approach. We used NCBI’s executable scripts to create BLAST-searchable databases with each set of contigs and then performed BLASTN searches between the two data sets. We parsed the output keeping only pairs of sequences that were each other’s best hit, with E ≤10^-20^, as putatively homologous.

### Read mapping and expression analysis

Illumina reads from SD and SC samples were mapped to their respective reference assembly using CLC Genomics Workbench (read mapping parameters: minimum fraction length of read overlap = 0.5, minimum sequence similarity = 0.99). The expression of each gene was determined by calculating the sum of the reads mapping to each contig, and then normalized by dividing the number of observed reads by the length of the contig and by the total number of reads sequenced across the transcriptome (reads per kilobase per million reads, or RPKM). To compare levels of expression between control and heat stressed samples in each population, we used Kal’s *Z*-test of proportions [42]. The *Z*-test calculates the difference in the proportion of reads observed between two treatments and compares whether each sample was drawn from the same distribution, using the normal distribution as an approximation of the binomial distribution. Due to the large number of tests, statistical significance was assessed using *p*-values adjusted by Bonferroni correction. In some cases Bonferroni can be overly conservative, so we consider tests as significant with a Bonferroni *p*-value ≤ 0.10. This was more conservative than applying a false discovery rate at *p* < 0.05, which detected many more (>10x) contigs. We then filtered the dataset of significant loci and retained only genes where at least one of the orthologous contigs had >10 mapped reads. For graphical purposes, RPKM values were log_10_ transformed due to the large range in expression values across genes. Using the GO terms for each transcriptome, we examined whether the group of genes showing a significant change in expression in each population were enriched for particular gene ontology terms relative to their reference transcriptome. Statistical significance was assessed using Fisher’s exact tests implemented in the Blast2GO software.

### Evolutionary analysis of the Hsp70 family

As discussed below, RNA-seq results identified 18 loci annotated as *hsp70*. Because these genes were prominent in the genes responsive to thermal stress, we carried out a more detailed analysis of this gene family. We performed additional BLASTX against the *Drosophila melanogaster* and *Caenorhabditis elegans* genomes in order to identify *T. californicus* contigs that were paralogous *hsp70* loci. For each identified *hsp70* copy, we aligned the orthologs between SD and SC and performed comparative analyses of sequence divergence. To look for evidence of molecular adaptation, coding sequences were compared to calculate the ratio of non-synonymous (*d*_N_) to synonymous (*d*_S_) nucleotide substitution rates [43]. Typically, *d*_N_/*d*_S_ ratios much greater than one indicate strong diversifying selection, whereas values close to one are compatible with neutral evolution and values significantly less than one are consistent with balancing or purifying selection. To examine relationships among the Hsp70 proteins, orthologs of *Drosophila melanogaster* [GenBank: NM_169441.1, NM_079632.5, NM_079615.3, NM_080059.2, NM_169469.1, NM_080188.2, NM_141952.2, NM_167306.1, NM_079017.2], *Caenorhabditis elegans* [EMBL: F26D10, C15H9, F43E2, C37H5, F44E5.4, F44E5.5, C12C8, F11F1], and *Escherichia coli* [UniProt: P77319] were obtained as out-group sequences and amino acids were aligned using the ClustalW2 algorithm [44]. A neighbor-joining tree was constructed in Mega5 [45], using the p-distances model with pairwise deletion of gaps and missing data. Support for topological relationships in the phylogram was evaluated by bootstrapping with 1,000 replicates.

### Validation of RNA-seq expression levels

In order to evaluate the accuracy of the RNA-seq expression profiles, we measured the expression of a set of heat shock genes using quantitative PCR (qPCR). We first quantified expression using the same RNA samples prepared for RNA-seq, as a means of technical replication. cDNA from the transcriptome samples was diluted to ~100 ng/ul and 1ul was amplified over 25 cycles with 200 nM of each gene specific primer (Additional file 1) using Brilliant III Ultra-Fast SYBR Green QPCR Mastermix (Agilent Technologies). Several housekeeping genes were chosen to normalize the expression of target genes, including beta-actin, glyceraldehyde 3-phosphate dehydrogenase, tubulin, and myosin. Ct values for each sample were normalized by geometric averaging of the housekeeping genes, implemented in the program GeNorm [46].

We assessed biological accuracy further by replicating the thermal stress experiment with additional samples (biological replicates). For each replicate, thirty individuals were placed in 15-mL tubes containing filtered seawater, and the experimental thermal stress was repeated as above. RNA was extracted using Tri-Reagent, with tissue homogenization performed using a Mini-BeadBeater 8 (BioSpec) with silica beads (0.175 mg) at full speed for 30s. RNA was quantified by spectrophotometry, and 500 ng of RNA were used for cDNA synthesis with the High Capacity RNA-to-cDNA kit (Applied Biosystems). The experiment was performed with three replicates per temperature for each population. Quantitative PCR was performed in 20-μL reactions with the iTaq Fast SYBR Green Supermix (Bio-Rad), and contained 2 μL of a 1:10 dilution of cDNA and 250 nM of each primer. Fluorescence was measured in a Stratagene Mx 3000P System (Stratagene), with the following thermal profile: 95°C for 3 min, followed by 40 cycles of 95°C for 10 s and 59°C for 30 s. At the end of thermal cycling, a melting curve analysis was performed to confirm the presence of single amplification products. A total of 14 target genes were surveyed, and their expression levels were normalized to the expression of housekeeping genes.

## Results

### Illumina sequencing, de novo assembly, and RNA-seq mapping

The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus under accession no. GSE38546. 

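Messenger RNA from pools of over 300 copepods was sequenced for the San Diego (SD) and Santa Cruz (SC) populations of *T. californicus*, with 1 control library and 1 heat stress library per population. The heat stress was 1 h at 35°C, followed by 1 h of recovery at 20°C. With 1 library per condition, none of the differences between libraries can be checked against a replicate library. The control libraries were run in one lane and the heat stress libraries in the adjacent lane, so that lane and treatment cannot be told apart within a population. The authors mapped the reads of each population to its own assembly and deposited an RPKM value per contig, with a product name where a BLAST search gave one. The deposited values cover a part of each assembly, and 13022 SD contigs and 13435 SC contigs among them carry a product name. Contigs listed at 0 numbered 577 in the SD control library, 5 in the SD heat stress library, 254 in the SC control library and 4 in the SC heat stress library.

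No read counts are given beside the RPKM values. An RPKM value is a whole number of reads scaled by the contig length and the library total, and the smallest whole numbers of reads that give both values of a contig were recovered from this property. The library totals that made the reads whole, to which the RPKM values are scaled, were 1947202 reads for the SD control, 5583127 for the SD heat stress, 3256758 for the SC control and 4948622 for the SC heat stress library. As the smallest numbers that fit, the recovered reads are lower bounds. In simulated libraries the recovered control reads never exceeded the true number, over contigs above 0 in both libraries. They equalled it in 81.8% of SD and 83.5% of SC contigs, among those whose fit was unlikely to arise by chance. The simulated lengths were drawn close to the recovered ones, so these shares do not show how often real lengths were missed. Contigs at 0 in a library were not scored. The fit had a probability under 0.05 of arising by chance for 88.1% of the SD contigs and 100% of the SC contigs. The median contig among these had 15 reads in the SD control, 42 in the SD heat stress, 23 in the SC control and 45 in the SC heat stress library.

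Expression was compared between the libraries of a population with Kal's *Z*-test on the RPKM values as shares of their sum, and a contig was called different at a Bonferroni adjusted *p*-value of at most 0.10 over the contigs of that population. Such a call compares 2 libraries, not 2 conditions. The fold change is the RPKM after heat stress divided by the RPKM of the control. Its 95% interval comes from the exact (Clopper-Pearson) binomial interval of the split of the recovered reads between the libraries, and covers counting error only.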

Single-end 100 basepair Illumina sequencing of the SD samples resulted in 9,292,573 reads, with 6,794,534 reads in the heat stress sample and 2,498,039 reads in the control sample. Sequencing of the SC samples yielded 10,794,996 reads, with 6,205,028 reads in the heat stress sample and 3,256,758 in the control sample. We combined samples from each population with previous 454 sequencing data [38] and assembled the reads into 66,943 unique SD contigs and 60,648 unique SC contigs. The average length of the SD contigs was 498 basepairs (range: 49–9,830 bp) and the average length of the SC contigs was 520 bp (range: 36–9,003 bp). These contigs formed the reference transcriptomes used in our RNA-seq gene expression analysis. Approximately 29% and 33% of the SD and SC assemblies, respectively, were annotated using BLAST, and a total of 19,622 contigs were identified as orthologs based on reciprocal BLAST to each transcriptome. 

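The totals behind the SD values came to 77.9% of the sequenced reads in the control library and 82.2% in the heat stress library. The heat stress library was therefore 2.87 times as deep as the control. On a contig of 500 bp, 1 read was worth 1.03 RPKM in the SD control and 0.358 RPKM after heat stress, which sets the smallest expression that each library could register.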

Approximately 78% of the total reads were uniquely mapped in the SD control sample, while ~82% reads were uniquely mapped in the SD heat stress sample. 

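In SC the total behind the control values equalled the number of control reads that the paper gives as sequenced, or 100% of it. Against 4589968 reads, which the paper's total for the population leaves after the heat stress library is subtracted, it came to 71.0%. The total behind the heat stress values was 79.8% of the sequenced reads, and 1.52 times the control total.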

In the SC control sample, ~71% reads were uniquely mapped, while ~80% reads were uniquely mapped in the SC heat stress sample. 

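The median RPKM over all contigs was 13.9 in the SD control, 13.8 in the SD heat stress, 10.9 in the SC control and 14.3 in the SC heat stress library. On the log10 scale, over contigs above 0, these medians were 1.16, 1.14, 1.05 and 1.16. Values from 10 to 100 RPKM were held by 55.0% of contigs in the SD control, 55.7% in the SD heat stress, 44.8% in the SC control and 57.4% in the SC heat stress library. Scaling to the reads sequenced in place of the reads mapped moved the log10 medians of 3 libraries most, to 1.05 in the SD control and 1.06 in each heat stress library. It left the SC control as it was, since the number stated as sequenced equals the total behind its values. With the population total less the heat stress library in its place, chosen after seeing the data, that median was 0.897. The ratio of heat stress to control RPKM was above 1 for 48.2% of SD contigs and 64.4% of SC contigs. On the log2 scale the median contig changed by -0.03 in SD and rose by 0.40 in SC, so SC changes are also given relative to the median contig, with the heat stress library scaled by the median ratio.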

A distribution of the RPKM values shows that most of the contigs in each treatment had values around 10 RPKM, with slightly lower values in the heat stress samples (see Additional file 2).

### Differential gene expression

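Among the SD contigs with deposited values, 526 (2.59%) were called different between the libraries, 274 up-regulated and 252 down-regulated. The up-regulated share was 52.1% (95% Wilson interval 47.8 to 56.3%). The called contigs had a median length of 229.5 bp, against 783 bp for the others, with lengths taken as the smallest that give whole reads. Kal's test on the recovered reads called 645 contigs, 342 of them the same ones. The alternative that moved the number most was an assumed biological coefficient of variation of 0.4 on top of the counting error of the recovered reads, under which 18 contigs were called.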

In the comparison of SD control and heat shock samples, a total of 590 contigs (0.88% of 66,943 contigs) showed evidence of a statistically significant difference in expression (Bonferroni corrected *p* <0.10). Of these 590 contigs, 234 were removed due to a low number of mapped reads, leaving 356 (0.53%) as significantly up or down regulated. 

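Of the SD contigs called on RPKM, 30 had 10 or fewer recovered reads in both libraries, and 496 had more than 10 in at least 1 library, 261 up-regulated and 235 down-regulated. In the control library alone, 172 called contigs had 10 or fewer reads. With more than 10 reads required in both libraries, 287 contigs were left and 42.2% of them were up-regulated, so the larger group was then the down-regulated one. The recovered reads are lower bounds, so a contig below the minimum can have had more mapped reads than were recovered.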

In the comparison of SC control and heat shock samples, a total of 903 contigs (1.49% of 60,648 contigs) showed evidence of a statistically significant difference in expression (Bonferroni corrected *p* <0.10). Of these 903 contigs, 36 were removed due to a low number of mapped reads, leaving 867 (1.43%) as significantly up or down regulated. 

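In SC, 1160 contigs (5.54%) were called different between the libraries, 638 up-regulated and 522 down-regulated. The up-regulated share was 55.0% (95% Wilson interval 52.1 to 57.8%). With scaling by the median ratio, 1671 contigs were called, 254 up-regulated and 1417 down-regulated, with 780 contigs called both ways of scaling. On recovered reads 3749 contigs were called, including 929 of those called on RPKM. Under the assumed variation of 0.4, 0 contigs were called. The median length was 366 bp for called contigs and 753 bp for the others.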

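In SC, 21 called contigs had 10 or fewer recovered reads in both libraries. More than 10 in at least 1 library were recovered for 1139 contigs, 628 up-regulated and 511 down-regulated. In the control library 130 called contigs had 10 or fewer reads, and 993 passed the minimum in both libraries.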

Most of the contigs identified as significant had RPKM values between 10 and 100, with better coverage than the overall transcriptome (see Additional file 2).

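Of the called SD contigs, 40.1% had RPKM values from 10 to 100 in the control and 51.5% after heat stress, and 33.1% and 36.3% had values over 100. Of the called SC contigs, 33.1% in the control and 35.1% after heat stress lay from 10 to 100, and 59.8% and 62.7% lay over 100. The median RPKM of called SD contigs was 53.4 in the control and 55.0 after heat stress, against 13.7 and 13.5 for contigs not called. For SC the median of called contigs was 152 in both libraries, against 9.98 and 13.5.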

We examined the functional classes of genes that showed the significant changes in expression and tested for enrichment of gene ontology terms relative to their frequency in each transcriptome. Among the gene ontology terms that were significantly enriched (Table 1), genes responding to stress and genes involved in cuticle formation were the most overrepresented in SD and ribosomal genes and lipid transport genes were the most overrepresented in the SC population. 

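Gene ontology terms are not part of the deposited values, so classes of contigs were drawn by their product names, with keywords chosen after product names and the direction of some calls had been seen. No enrichment test was run on them. Among contigs with a product name, 2.04% in SD and 5.37% in SC were called. Heat shock names were called in 43.2% of 44 SD contigs and 48.9% of 45 SC contigs, and cuticle names in 29.7% of 74 SD contigs and 17.5% of 63 SC contigs. Ribosomal protein names were called in 0.962% of 104 SD contigs and 42.6% of 129 SC contigs, with 3 up-regulated and 52 down-regulated in SC. The median log2 fold change of these SC contigs was -0.57 (95% interval of the median -0.76 to -0.42), or -0.96 relative to the median contig. It lay at percentile 0 of 10000 random lists of the same size matched on mean expression. Lipid transport names, taken as vitellogenins and apolipoproteins, were called in 14.7% of 34 SD contigs and 63.2% of 19 SC contigs. In SC 11 of these were up-regulated and 1 was down-regulated, and relative to the median contig 8 and 3. Their median log2 fold change was 0.73 in SC (-0.78 to 1.99) and -0.11 in SD (-0.29 to 0.05), and both intervals included 0. Among the random lists the SC median stood at percentile 99.98, above their 95% range of -0.68 to 0.29, and the SD median at percentile 6.84.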

We also focused on the pattern of expression in four classes of genes that showed significant fold changes in both populations: heat shock proteins, genes associated with proteolysis, mitochondrial genes, and genes associated with cuticle formation (see Additional file 3 for frequency of other gene ontology terms). We plotted the log-transformed expression of genes that were significantly up or down-regulated in the heat-shock treatment relative to control samples (Figure 1). Plots of the SD heat stress versus control sample (Figure 1A) show that variation in up-regulated gene expression was greater than in down-regulated genes, with a group of 125 genes exhibiting a >10X-fold up-regulation relative to the control sample. 

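Over 10-fold higher expression was found for 68 called SD contigs. Of these, 59 had a control RPKM above 0, and 9 of the 80 called contigs listed at 0 in the control exceeded 10-fold against the floor of 3 control reads, which leaves out the counting error of the heat stress reads. The ratio rested on 1 to 3 control reads for 35 of the 59 contigs and on at least 10 for 17 of them. The number moved most, to 17, with more than 10 reads required in the control library or in both, and to the same number under the assumed variation of 0.4. The interquartile range of the log2 fold change was 2.45 for up-regulated and 1.67 for down-regulated SD contigs, with median fold changes of 5.28 and 0.291. By the lower end of the interval, the largest rise was that of SD_Contig68675, named loc560210 protein, from 9.15 to 1999 RPKM, a fold change of 219 (167 to 292) on 53 control reads and 33209 heat stress reads. Its name holds no heat shock word, so it was left out of the heat shock classes below. The paper lists *hsp70* fold changes of nearly this size in SD, so this contig may be one of those genes. Its identity could not be settled. Among the falls, SD_Contig46584, without a product name, went from 44.3 to 1.06 RPKM, a fold change of 0.0239 (0.00753 to 0.0583). SD_Contig60128, also unnamed, had a fold change of 0.0358 (0.00928 to 0.0991).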

Thirteen genes with >10X-fold up-regulation were identified as heat shock proteins (Hsps). 

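The class of heat shock names leaves out proteins named as binding or interacting with a heat shock protein. It keeps *hsp70*/*hsp90* organizing proteins, which were among the called contigs in both populations. Of the SD contigs in this class, 19 were called up-regulated and 0 down-regulated, and 11 exceeded 10-fold. The control RPKM was above 0 for 9 of the 11, and 7 of these had at least 10 control reads. The contigs described next were picked after their values had been seen. SD_Contig42679, an *hsp* beta-1, rose from 14.1 to 1446 RPKM, a fold change of 102 (72.5 to 149.9). SD_Contig54457, named heat shock protein 71, rose by a fold change of 86.4 (52.3 to 155) from 3.16 RPKM. SD_Contig54602, an *hsp70*, was listed at 0 in the control and at 217 RPKM after heat stress, at least 25.2-fold higher against the floor, with an exact interval from 20.3. SD_Contig66967, an inducible *hsp70*, was listed at 0 and at 457 RPKM, at least 27.0-fold higher against the floor, with an exact interval from 21.8. The median log2 fold change of the class was 0.59 (0.12 to 1.66), and 0.47 with the contigs listed at 0 in the control taken at their bounds. It stood at percentile 100 of the random lists.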

Nineteen genes involved in the degradation of damaged proteins (proteolysis associated genes) were up-regulated, as were 20 genes involved in cuticle formation. 

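Contigs named for ubiquitin, proteases or the proteasome numbered 406 in SD, of which 12 were called up-regulated and 0 down-regulated. Ubiquitin names made up 11 of the 12. For the whole group, the 95% interval of the median log2 fold change ran from -0.03 to 0.03, and from 0.05 to 0.10 with scaling to the reads sequenced, so its direction depended on the scaling. Of the contigs with cuticle names, 21 were called up-regulated and 1 down-regulated, and 10 exceeded 10-fold. The control RPKM was above 0 for 9 of the 10, and 1 of these had at least 10 control reads. With more than 10 reads required in the control library, 7 cuticle contigs were called up-regulated. The class rose in 59 contigs and fell in 15, with a median log2 fold change of 0.83 (0.33 to 1.93), which stayed above 0 under each other scaling. Among the 35 cuticle contigs with at least 10 control reads the median was 0.29.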

Down-regulated genes include eight mtDNA-encoded genes involved in cellular respiration, as well as some other classes of genes (e.g. lipid transport and hydrolases, not shown). In comparison, plots of the SC heat stress versus control sample (Figure 1B) show relatively even distribution of up-regulated and down-regulated genes, with much less variation in expression than the SD treatment. 

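All 13 mtDNA-encoded genes had lower RPKM values in the SD heat stress library, and 12 were called down-regulated. Relative to the median contig 10 were called, and 7 with scaling to the reads sequenced. The lowest fold change was that of *nad6*, at 0.691 (0.651 to 0.733), and the highest that of *nad3*, at 0.952, which was not called. Contigs named cell wall-associated hydrolase numbered 49 in SD, with 16 called down-regulated and 1 up-regulated. Their median log2 fold change was -1.02 (-1.36 to -0.82), below 0 under each other scaling. Outside the mtDNA, the contig of 60s ribosomal protein L14, SD_Contig70442, had a fold change of 0.774 (0.741 to 0.810).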

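The interquartile range of the log2 fold change was 0.95 for the up-regulated and 0.58 for the down-regulated SC contigs, with median fold changes of 2.72 and 0.445. The upper decile of up-regulated fold changes began at 5.55 in SC and at 32.7 in SD. The difference in spread between the populations was not tested. The balance of directions in SC changed with the scaling. The trimmed mean of ratios, chosen after seeing the data, gave 260 up-regulated and 1394 down-regulated contigs, and scaling to the reads sequenced gave 359 and 974. With the SC control reads taken as the population total less the heat stress library, also chosen after seeing the data, the latter scaling gave 876 and 350. Both sets of counts under reads sequenced also carry the ratio of the summed RPKM, which the other scalings replace. They do not show the calls under that factor alone. SCN_Contig54557, without a product name, had the largest fall by the upper end of the interval, from 181 to 28.1 RPKM, a fold change of 0.155 (0.112 to 0.210). SCN_Contig49610, also unnamed, fell from 92.4 to 7.15 RPKM, a fold change of 0.0774 on 34 control reads and 4 heat stress reads, with an interval that reached up to 0.217.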

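In SC 20 called contigs had over 10-fold higher expression after heat stress. A control RPKM above 0 was listed for 19 of them, of which 17 rested on 1 to 3 control reads and 0 on at least 10. SCN_Contig57292, without a product name, was the only 1 of 14 called contigs listed at 0 in the control to exceed 10-fold against the floor of 3 control reads, at least 10.3-fold higher on 47 heat stress reads. Its exact interval, which also covers the counting error of those reads, began lower, at 8.06. The false discovery rate moved the count most upward, to 113. Contigs with heat shock names were called up-regulated in 18 cases and down-regulated in 4, or 13 and 7 relative to the median contig, and 0 of them exceeded 10-fold. The highest was SCN_Contig55802, an *hsp70*, which went from 75.7 to 666 RPKM, a fold change of 8.80 (7.31 to 10.7). It was picked after its value had been seen. The median log2 fold change of the class was 0.53 (0.23 to 1.48). Relative to the median contig it was 0.13 (-0.17 to 1.08) and not distinguishable from 0, although at percentile 99.97 of the matched random lists.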

Only 15 genes show a >10X-fold up-regulation, and two of these are *hsps*. Seventeen proteolytic genes were up-regulated and eighteen were down-regulated in the SC comparison. 

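Of 411 SC contigs named for ubiquitin, proteases or the proteasome, 8 were called up-regulated and 11 down-regulated. The calls were 4 and 26 relative to the median contig, and on recovered reads 80 and 43. The median log2 fold change of the group was 0.27 (0.17 to 0.40) on the RPKM values and -0.12 relative to the median contig, where the interval ran from -0.23 up to 0, so the rise did not hold under that scaling and no clear fall took its place. Ubiquitin names made up 6 of the up-regulated and 3 of the down-regulated contigs. Their median log2 fold change was 0.54 (0.37 to 0.79), or 0.14 (-0.03 to 0.39) relative to the median contig. For protease and proteasome names it was 0.14 (0.02 to 0.24), and a fall of -0.26 (-0.38 to -0.16) relative to the median contig. In SD the median of ubiquitin names was -0.03 (-0.09 to 0.02).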

Thirteen mitochondrial genes in SC were down-regulated and show roughly the same response as in SD. 

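All 13 mtDNA-encoded genes were called down-regulated in SC, and 12 or 13 under each of the 5 other scalings. Fold changes ran from 0.527 (0.519 to 0.536) for *cytb* to 0.774 (0.671 to 0.892) for *ATP8*. The median log2 fold change was -0.64 (-0.69 to -0.58) in SC, or -1.03 relative to the median contig, and -0.35 (-0.50 to -0.16) in SD. Among random lists of contigs matched on mean expression the SC median stood at percentile 10.9, within their 95% range of -0.81 to 0.37, and the SD median at percentile 0.14. The SC fold change was the lower in 13 of 13 genes, with counting intervals on the RPKM values that did not overlap in 12 of them. The size of the gap depended on the scaling. For *nad1* the fold changes were 0.695 in SD and 0.643 in SC on the RPKM values. Scaled to the paper's fold changes of the mtDNA genes, chosen after seeing the data, they were 0.712 and 0.699. The difference between populations has no replicate check.

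**Figure D1:**
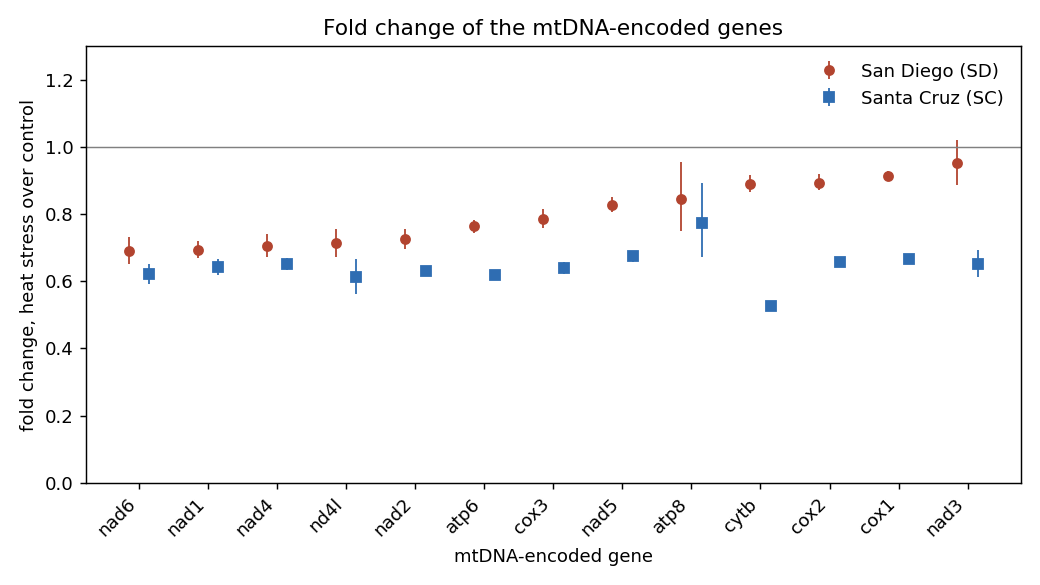
Fold change (heat stress RPKM over control RPKM, linear axis from 0) of each mtDNA-encoded gene in San Diego (circles) and Santa Cruz (squares), with 95% exact binomial counting intervals. Each square lies below the circle of the same gene, and the Santa Cruz points run from 0.527 to 0.774.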

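Contigs with cuticle names were lower after heat stress in 55 cases in SC and higher in 8. Kal's test called 11 down-regulated and 0 up-regulated. Their median log2 fold change was -1.24 (-1.37 to -0.69), at percentile 0 of matched random lists, and single contigs ran from 0.165 to 1.57-fold. With the SC shift taken out, the median was -1.64 and 20 contigs were called down-regulated.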

In striking contrast to the SD comparison, thirteen SC genes involved in cuticle formation were largely down-regulated.

**Table 1:** Enrichment of gene ontology (GO) terms in genes that were differentially expressed during heat stress

**Enriched in SD**				
**GO-ID**	**Category: Term**	% sequences within group*		**FDR*P*-value**
		**differentially expressed**	**non-changing**	
0006950	P: response to stress	**24.07**	**2.47**	3.94 x 10^-5^
0042302	F: structural constituent of cuticle	**9.84**	**0.19**	3.94 x 10^-5^
0008199	F: ferric iron binding	**4.69**	**0.01**	0.00592
0006826	P: iron ion transport	**4.69**	**0.03**	0.00630
0006879	P: cellular iron ion homeostasis	**4.69**	**0.03**	0.00630
0005524	F: ATP binding	**31.37**	**7.52**	0.00880
0051093	P: negative regulation of developmental process	**8.06**	**0.48**	0.01300
**Enriched in SC**				
**GO-ID**	**Category: Term**	% sequences within group*^#^		**FDR*P*-value**
		**differentially expressed**	**non-changing**	
0005319	F: lipid transporter activity	**4.46**	**0.11**	1.27 x 10^-8^
0006869	P: lipid transport	**4.46**	**0.23**	1.50 x 10^-6^
0033279	C: ribosomal subunit	**6.36**	**1.24**	7.46 x 10^-4^
0032982	C: myosin filament	**2.63**	**0.25**	0.01390
0008199	F: ferric iron binding	**1.74**	**0.07**	0.01914
0006879	P: cellular iron ion homeostasis	**1.74**	**0.08**	0.02918
0006414	P: translational elongation	**3.54**	**0.62**	0.03517
0003677	F: DNA binding	*0.86*	*6.18*	0.03977
0006826	P: iron ion transport	**1.74**	**0.10**	0.03977
0009001	F: serine O-acetyltransferase activity	**1.30**	**0.03**	0.04109
0031224	C: intrinsic to membrane	*3.08*	*10.22*	0.04240

Bold and italic fonts indicate terms that were over- or under-represented, respectively, in the differentially expressed category, based on false discovery rate (FDR)-corrected Fisher’s exact tests. GO categories: F = function, P = process, C = cellular component.

*Based on number of annotated genes in SD: differentially expressed – 67; non-changing – 6980.

^#^Based on number of annotated genes in SC: differentially expressed – 234; non-changing – 7289.

**Figure 1:**
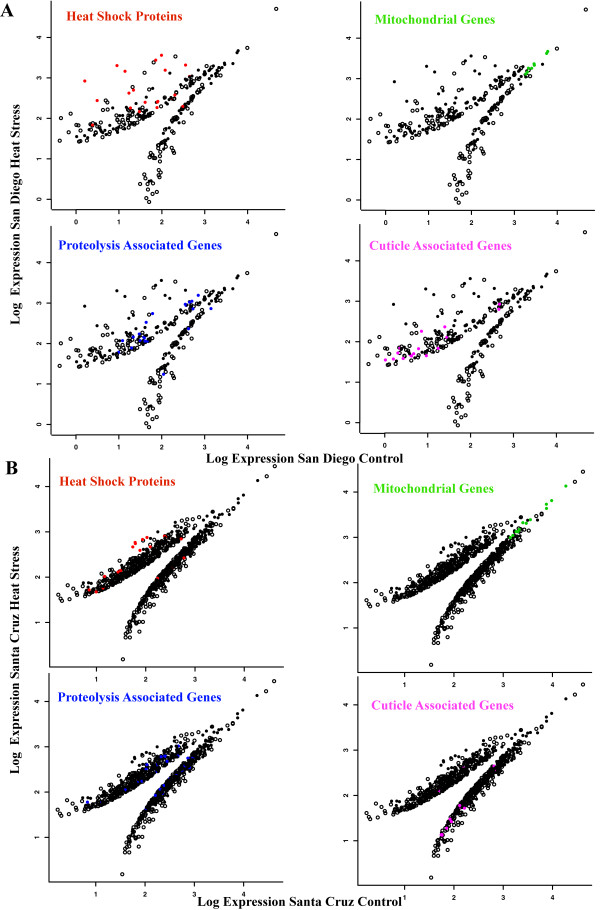
**Statistically significant up/down-regulated genes in A) San Diego and B) Santa Cruz heat stress treatments.** Scatterplots of **A)** San Diego Control versus San Diego Heat Stress and **B)** Santa Cruz Control versus Santa Cruz Heat Stress. Expression values are normalized for contig length and per million reads and log-transformed. Open circles are unidentified genes, closed black circles are BLAST-classified genes, and closed colored circles represent specific groups of classified genes.

Although the direction of change in expression under heat stress is the same in both populations across most genes (with cuticle-associated genes being an exception), the magnitude of up- or down-regulation is markedly different. 

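Pairs of orthologs are not marked in the deposited values, so product names found on exactly 1 contig of each population were compared, which need not be orthologs. Of 4381 such names above 0 in all 4 libraries, the change had the same sign in both populations for 50.4%, or 53.9% relative to the median contig. Kal's test called 42 of them in SD, 204 in SC and 24 in both. The direction was the same for 19 of the 24, with 6 up-regulated and 13 down-regulated, and opposite for 5. With the heat stress libraries scaled by the median ratio, 13 of the 24 were still called in both populations, and 0 of the 6 up-regulated names were. The 5 were looked at after their values had been seen. They comprised the *hsp70*/*hsp90* organizing protein homolog, at 3.17-fold in SD and 0.500-fold in SC, and 4 names assigned from bacteria. For the organizing protein the paper lists a smaller fall in SC that was not significant, so the SC contig here may not be the paper's ortholog. Involucrin rose 12.2-fold (9.85 to 15.4) in SD and 3.48-fold (2.92 to 4.18) in SC. Midline fasciclin rose 3.52-fold (3.11 to 3.99) in SD and 4.52-fold (3.76 to 5.48) in SC, and transcription factor kayak 3.54-fold (2.91 to 4.33) and 3.93-fold (3.15 to 4.96). Relative to the median contig, the SC values of these genes were 2.65, 3.43 and 2.99. Map kinase-interacting serine threonine-protein kinase 1 was on exactly 1 contig only in SC, where it rose 2.10-fold (1.94 to 2.27), or 1.59-fold relative to the median contig. None of the SC calls of these 4 genes held under the median ratio or the trimmed mean of ratios.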

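Among called SD contigs with a control RPKM above 0, 5 exceeded 100-fold, and 2 of these had at least 10 control reads. The largest ratio was that of SD_Contig64332, an inducible *hsp70*, which rose from 1.63 to 830 RPKM. Its fold change of 511 rested on 1 control read and 1465 heat stress reads, which leaves an interval from 91.6 to 20195. In SC the largest was that of SCN_Contig42031, without a product name, from 3.24 to 75.4 RPKM, a fold change of 23.3 (7.74 to 115) on 3 control reads and 106 heat stress reads. The largest ratio in SD moved most with more than 10 reads required in the control library, which left that of SD_Contig68675 as the largest. In SC it moved up most with 0.5 reads added to each library, to 62.5, and by nearly the same factor the other way with more than 10 reads required in the control library, which left that of SCN_Contig55802 as the largest.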

In the SD sample, several genes showed >100-fold change in expression, while the greatest change in the SC sample was 25-fold (Table 2; Figure 1). An examination of the identity of genes with statistically significant changes in expression revealed that 63 were shared in both populations (Table 2). Twenty-five of these were up-regulated in both populations, including eight heat shock proteins. 

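Product names with a heat shock term were found on exactly 1 contig of each population in 11 cases, which need not be orthologs. The fold change was higher in SD for 7 of the 11, and for 9 relative to the median contig of each population. The *hsp20* alpha-crystallin contig rose 37.2-fold (29.9 to 46.8) in SD and 4.39-fold (1.30 to 23.1, on 3 control reads) in SC. The paper pairs its SD *hsp20* with an SC copy of a lower fold change than this. It lists another SC *hsp20* without an SD ortholog, which the SC contig here may be, so these contigs are probably not a pair. The *hsp16* contig rose 9.50-fold (6.21 to 15.3) in SD and 1.21-fold (0.915 to 1.61) in SC, where it was not called. The *hsp10* contig was at 0.949-fold (0.826 to 1.09) in SD and 0.408-fold (0.378 to 0.439) in SC. For the small heat shock protein the values were 1.81-fold in SD and 1.94-fold in SC, and for heat shock cognate 70 they were 0.724-fold and 1.65-fold. The contig named mitochondrial heat shock protein 60 was at 1.09-fold (1.01 to 1.16) in SD. No SC contig had exactly this name. SCN_Contig39769, whose longer name includes heat shock protein 60, was at 0.684-fold (0.656 to 0.713) and not called, and was picked after its value had been seen. The *hsp70* interacting protein, SD_Contig48648, was listed at 0 in the SD control and at 41.2 RPKM after heat stress, at least 3.72-fold higher against the floor on 32 reads, with an exact interval from 2.85.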

In all cases, the heat shock proteins showed higher fold changes in the SD population. Fourteen genes were down-regulated in both populations, including 7 mitochondrial genes with very similar levels of change in both populations. 

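Of the names called down-regulated in both populations, 12 belonged to mtDNA genes. The remaining name, a kazal-type serine protease inhibitor, had a fold change of 0.687 in SD and 0.401 in SC, and was picked after its value had been seen. Among the mtDNA genes, the fold change of ATP synthase subunit 6 was 0.763 (0.744 to 0.784) in SD and 0.618 (0.608 to 0.629) in SC. For NADH dehydrogenase subunit 1 it was 0.695 (0.670 to 0.720) in SD and 0.643 (0.620 to 0.667) in SC. Ferritin chloroplast expressed was identified by name only in SC, with a fold change of 0.561 (0.487 to 0.644).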

Finally, 24 genes showed population-specific direction of responses, 12 of which belonged to two functional classes showing opposite expression profiles. Seven cuticle proteins were up-regulated in SD (mean = 16.1-fold) and down-regulated in SC (−3.1-fold), while 5 hydrolases were down-regulated in SD (−2.9-fold) and up-regulated in SC (2.4-fold) (Table 2).

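The contigs of these pairs are not marked in the deposited values, so whole classes by product name were compared. The median fold change of cuticle contigs was 1.78 in SD and 0.422 in SC. For cell wall-associated hydrolase contigs it was 0.493 in SD and 2.54 in SC. Of 47 hydrolase contigs in SC, 32 were called up-regulated and 0 down-regulated, and the median log2 fold change was 1.35 (1.15 to 1.56), or 0.95 relative to the median contig. The opposite signs of the population medians held under each of the 5 other scalings. The difference between populations compares 4 single libraries and was not tested.

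**Figure D2:**
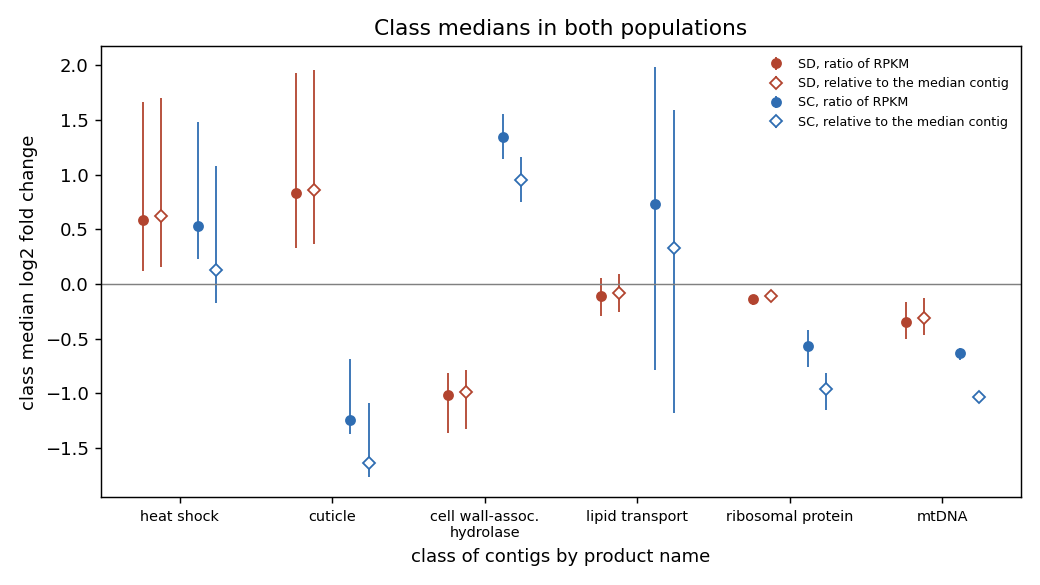
Median log2 fold change (heat stress over control) of 6 classes of contigs drawn by product name, in San Diego and Santa Cruz. Filled circles are ratios of RPKM, open diamonds are relative to the median contig of the population, and bars are 95% binomial intervals of the median. Cuticle and cell wall-associated hydrolase contigs lie on opposite sides of 0 in the populations, with both kinds of value.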

**Table 2:** Genes found in both populations with statistically significant changes in expression after thermal stress

	**Fold change**				
**Contig identification**	**SD**	**SC**	**Gene Ontology annotation**	**SD Accession**	**SC Accession**
**Up-regulated in both**					
*hsp*beta-1 #2	22.9	4.5	response to stress; response to heat	JW506232	JW525782
*hsp*beta-1 #3	24.6	4.2	response to stress	JW506234	JW525781
*hsp*beta-1 #4	105.2	4.7	response to heat	JW506233	JW525780
*hsp*20 #1	38.17	3.0	response to stress; response to heat	JW519178	JW525783
*hsp*70 #1	2.5	1.33	ATP binding; response to stress; auxin biosynthetic process	JW519142	JW525772
*hsp*70 #2	224.3	7.86	mitotic cell cycle; auxin biosynthetic process; response to heat; ATP binding; response to xenobiotic stimulus; DNA replication initiation; camera- type eye morphogenesis; response to cadmium ion; negative regulation of apoptosis; nucleus	JW519350	JW526654
*hsp*70 #5	13.0	3.8	ATP binding; response to stress; auxin biosynthetic process	JW506905	JW526653
*hsp*70 #9	460.3	7.3	ATP binding; response to stress; auxin biosynthetic process	N/A	N/A
*hsp*90 #1	5.8	3.3	protein folding; cytoplasm; unfolded protein binding; ATP binding; response to stress	JW506231	JW525777
Hypothetical protein	1.3	1.4		JW506500	JW533424
Involucrin, putative	12.6	3.8	apoptosis; protein binding	JW507027	JW526798
Map kinase-interacting serine Threonine-protein kinase 1	1.7	2.3		JW507795	JW527737
Midline fasciclin	3.6	4.9		JW508028	JW527995
Polyubiquitin	2.2	2.5	viral protein processing; proteolysis; serine-type endopeptidase activity; EC 3.4.21.0	JW519561	JW535653
Transcription factor kayak	3.6	4.3	regulation of transcription, DNA-dependent; sequence- specific DNA binding; protein dimerization activity; DNA binding; transcription factor activity; nucleus	JW519889	JW538428
Ubiquitin	2.4	2.4		JW519952	JW532240
Unknown	1.1	2.1		JW513666	JW533072
Unknown	7.1	3.7		JW513718	JW529892
Unknown	174.3	25.3		JW514975	JW531801
Unknown	46.2	9.4		N/A	N/A
Unknown	1.8	1.4		N/A	N/A
Unknown	16.4	1.9		N/A	
Unknown	4.3	2		JW518153	N/A
Unknown	6.2	1.8		JW518470	JW532411
Unknown	460.3	7.3		N/A	N/A
**Down-regulated in both**					
60s ribosomal protein L14	0.79	0.58	intracellular	JW518618	JW521020
ATP synthase subunit 6	0.78	0.67	oxidation reduction; mitochondrial	DQ913891	DQ917374
Cellular retinoic acid- binding protein 2	0.61	0.49	lipid binding; binding; transporter activity; transport	JW503430	JW522628
Cytochrome oxidase subunit 3	0.816	0.69	oxidation reduction; mitochondrial	DQ913891	DQ917374
Ferritin heavy chain 1	0.48	0.49	transition metal ion binding; cellular iron ion homeostasis; oxidoreductase activity; ferric iron binding; oxidation reduction; iron ion transport	JW505400	JW524830
Ferritin middle subunit 216/heavy chain polypeptide 1	0.71	0.61	cellular iron ion homeostasis; oxidoreductase activity; ferric iron binding; oxidation reduction; iron ion transport	N/A	JW524829
NADH dehydrogenase 4L	0.73	0.67	oxidation reduction; mitochondrial	DQ913891	DQ917374
NADH dehydrogenase subunit 1	0.71	0.7	oxidation reduction; mitochondrial	DQ913891	DQ917374
NADH dehydrogenase subunit 2	0.74	0.69	oxidation reduction; mitochondrial	DQ913891	DQ917374
NADH dehydrogenase subunit 4	0.73	0.71	oxidation reduction; mitochondrial	DQ913891	DQ917374
NADH dehydrogenase subunit 5	0.85	0.73	oxidation reduction; mitochondrial	DQ913891	DQ917374
NADH dehydrogenase subunit 6	0.71	0.67	oxidation reduction; mitochondrial	DQ913891	DQ917374
Nuclear protein 1/Serine threonine-protein phosphatase	0.69	0.59	binding; DNA binding	JW508743	JW537408
Unknown	0.67	0.56		JW517373	JW531354
**Population-specific direction of response**					
3,4-dihydroxy-2- butanone-4-phosphate synthase	0.42	2.81	metal ion binding; riboflavin biosynthetic process; isomerase activity; EC 4.1.99.12	JW517629	N/A
Cell wall-associated hydrolase	0.64	1.67	hydrolase activity	JW503411	JW522621
Cell wall-associated hydrolase	0.53	3.39	hydrolase activity	JW507653	JW527565
Cell wall-associated hydrolase	0.39	2.41	hydrolase activity	JW503414	JW527566
Cell wall-associated hydrolase	0.23	1.6	hydrolase activity	JW503409	JW522614
Cell wall-associated hydrolase	0.23	2.9	hydrolase activity	N/A	JW522624
Conserved protein	0.61	2.9		JW505232	JW524634
Conserved protein	0.57	3.0		JW504216	JW523492
Cuticle protein 248	32.9	0.46	structural constituent of cuticle	JW504378	JW523655
Cuticle protein 281/502	2.3	0.3	structural constituent of cuticle	JW504361	JW523649
Cuticle protein 283/409	36.6	0.24	structural constituent of cuticle	JW504364	JW523634
Cuticle protein 541/577	11.0	0.27	structural constituent of cuticle	JW504368	JW523638
Cuticle protein 645/704	9.3	0.42	structural constituent of cuticle	JW504358	JW523633
Cuticle protein 7/414	4.6	0.32	structural constituent of cuticle	JW504393	JW523650
Ferritin chloroplast expressed	2.9	0.61	iron ion homeostasis; oxidoreductase activity; iron binding	JW519009	JW524836
Elegans protein	0.61	2.0	signal transducer activity; membrane; signal transduction; embryonic development ending in seed dormancy; protein binding; cellular component	JW505050	JW524418
Hypothetical protein	1.5	0.65		JW519182	JW526134
Hypothetical protein	0.44	3.7		JW506539	JW526192
Hypothetical protein	0.24	4.1		JW506786	JW526524
Leucine-rich protein	0.46	4.6		JW519332	JW526187
Serine acetyltransferase	0.69	3.1	acyltransferase activity	JW504201	JW537250
Unknown	4.3	0.19		N/A	N/A
Unknown	2.1	0.69		JW518261	JW532321
Unknown	2.0	0.47		JW517851	JW533144
Unknown	1.7	0.69		JW518175	JW525297

N/A = contigs for which a NCBI accession was not created because their sequences were shorter than the minimum length allowed in a Transcriptome Shotgun Assembly (TSA) submission.

When comparing transcriptional profiles of *hsps*, some population-specific responses to heat shock were also observed (Table 3). A total of 29 putatively unique *hsp* transcripts were identified as orthologs, only nine of which showed significant change in the same direction (up-regulation) in both samples. For each of 10 SC *hsp70* paralogs that can be matched to an SD ortholog, the patterns of induction during thermal stress are similar in the two populations. However, the amplitude of the stress response is markedly different, with the SD orthologs consistently showing a higher level of stress induction in the more thermally tolerant SD population. This pattern holds across other *hsp* genes, with *hsp* induction invariably higher in SD. 

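Contigs with *hsp70* names numbered 14 in SD, 8 called up-regulated with 6 of them over 10-fold, and 16 in SC, 11 called up-regulated. On the log2 scale the median fold change was 1.09 (-0.16 to 4.78) in SD, or 1.33 with contigs listed at 0 in the control taken at their bounds, and 1.28 (0.29 to 2.85) in SC, or 0.88 relative to the median contig. With intervals this wide the class medians did not separate the populations, and a subset, the called and up-regulated contigs with heat shock names, was compared after this had been seen. In SD these had a median RPKM of 30.6 in the control and 417 after heat stress, and in SC of 85.7 and 487. Over contigs above 0 in the control, their median fold change was 12.7 in SD (17 contigs, from 1.83 to 511) and 4.37 in SC (18 contigs, from 1.22 to 8.80). With at least 10 control reads it was 9.50 in SD and 4.25 in SC, a difference in the same direction. No replicate library can check it. The paper repeated the heat stress on replicate samples and measured some heat shock genes by quantitative PCR, which was not analysed here. Summed over all contigs with heat shock names, recovered reads per 1000000 rose from 5681 to 21514 in SD and from 6748 to 9753 in SC. These sums are lower bounds and can fall short by different amounts in the populations. Heat shock genes whose product name holds no heat shock word are missing from all these values, and SD_Contig68675 may be one of them. From higher fold changes in the SD orthologs, the paper concludes that the amplitude of the stress response differs between the populations.

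**Figure D3:**
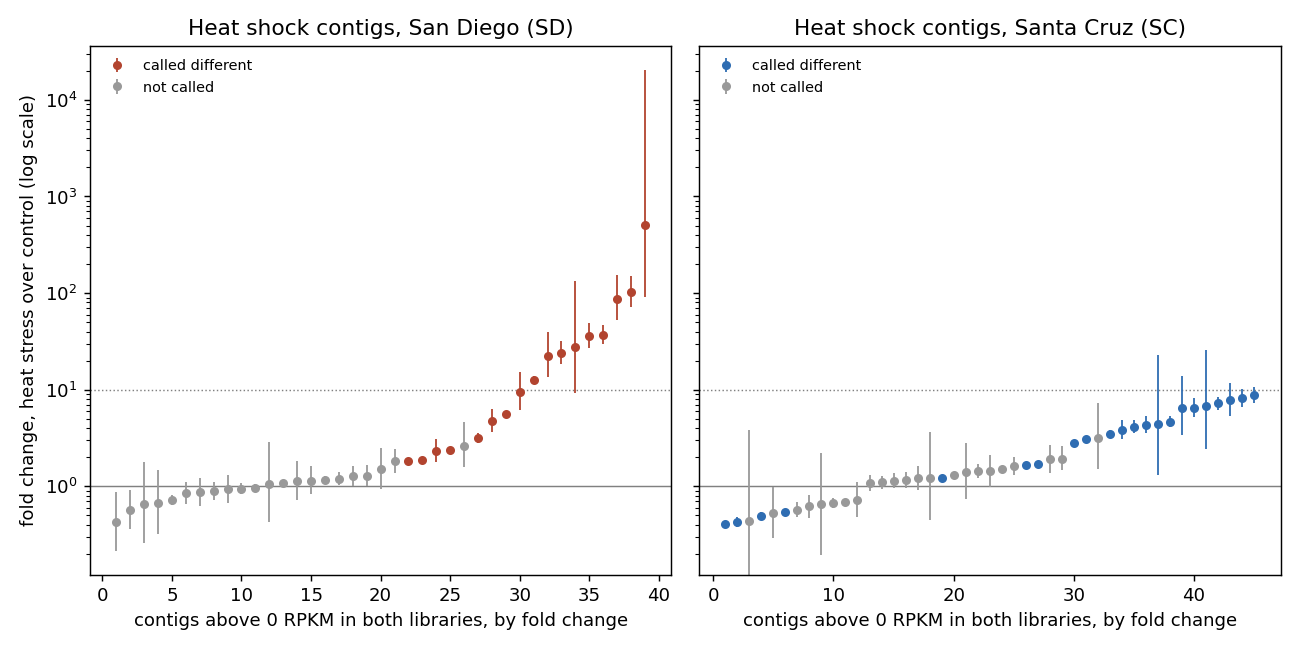
Fold change (heat stress over control, log axis) of each contig with a heat shock name and more than 0 RPKM in both libraries, ordered by fold change, with 95% exact binomial counting intervals. Coloured points were called different and grey points were not; the solid line marks no change and the dotted line 10-fold. San Diego points reach 511-fold and Santa Cruz points 8.80-fold, while many points of both populations lie near no change.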

For 13 putative *hsps*, an orthologous copy was not identified in one population through reciprocal BLAST. These genes, missing from one transcriptome, most likely reflect an incomplete transcriptome assembly; alternatively a gene may have been lost in one of the populations. These hypotheses not yet been tested via PCR amplification from genomic DNA.

**Table 3:** RNA-seq quantification of gene expression in heat shock proteins

**Contig Idenitification**	**Fold change**		**% Divergence**	***d***_**N**_**/*d***_**S**_**Ratio**	**SD Accession**	**SC Accession**
	**SD**	**SC**				
hsf	0.7	2.4	1.2	0.104	JW505571	JW525030
*hsp*beta-1 #1	1.0	0.74	2.8	0.163	JW504867	JW522977
*hsp*beta-1 #2	22.9*	4.5*	3.1	0.062	JW506232	JW525782
*hsp*beta-1 #3	24.6*	4.2*	2.8	0.262	JW506234	JW525781
*hsp*beta-1 #4	105.2*	4.7*	5.6	0.3	JW506233	JW525780
*hsp*beta-1 #5	4.9*	2.1	2.3	0.085	JW519143	JW525778
*hsp*10	0.97	0.44*	3.2	0.035	JW501904	JW520834
*hsp*16	9.8*	1.3	4	0.349	JW506236	JW525786
*hsp*20 #1	38.2*	3.0*	3.3	0.023	JW519178	JW525783
*hsp*20 #2	n/o	4.8*	-	-	n/o	N/A
*hsp*40 #1	1.9*	1.4	1.7	0	JW506223	JW525767
*hsp*40 #2	3.2*	1.8	3	0.032	JW506406	JW526009
*hsp*60	1.1	0.74	2.5	0	JW519415	JW521007
*hsp*67b2 #1	1.2	0.59*	8.7	0.029	JW506224	JW525770
*hsp*67b2 #2	0.88	0.46*	2	0.222	JW519141	JW525771
*hsc*70	1.9*	1.6	1.2	0	JW506426	JW525790
*hsp*70 #1	2.5*	1.3*	2.9	0.014	JW519142	JW525772
*hsp*70 #2	224.3*	7.9*	3.9	0.035	JW519350	JW526654
*hsp*70 #3	0.74	1.8	1.6	0	JW506218	JW525763
*hsp*70 #4	0.92	1.3	1.9	0	JW506217	JW525759
*hsp*70 #5	13.0*	3.8*	2.6	0.015	JW506905	JW526653
*hsp*70 #6	218.9*	n/o	-	-	JW506227	n/o
*hsp*70 #7	28.2*	n/o	-	-	JW506228	n/o
*hsp*70 #8	524.4*	n/o	-	-	JW506906	n/o
*hsp*70 #9	460.3*	7.3*	3.7	0	N/A	N/A
*hsp*70 #10	n/o	8.5*	-	-	n/o	N/A
*hsp*70 #11	n/o	7.3*	-	-	n/o	N/A
*hsp*70 #12	n/o	5.1*	-	-	n/o	JW525760
*hsp*70 #13	n/o	9.6*	-	-	n/o	JW525773
*hsp*70 #14	n/o	8.9*	-	-	n/o	JW525774
*hsp*70 #15	6.1*	2.6	0	0.021	JW502097	JW521081
*hsp*70 #16	2.7	1.3	3	0.043	JW506226	JW526652
*hsp*70 #17	0.99	1.8	4.2	0.061	JW506216	JW525758
*hsp*70 #18	0.92	1.3	1.8	0	JW506217	JW525759
*hsp*70 interacting protein	41.6*	n/o	-	-	N/A	n/o
*hsp*70/90 organizing protein	3.3*	0.83	2	0.023	JW506431	JW528118
*hsp*71 #1	88.7*	3.6	4.4	0	JW506229	JW533019
*hsp*71 #2	n/o	7.1*	-	-	n/o	JW525776
*hsp*90 #1	5.8*	3.3*	3.3	0.015	JW506231	JW525777
*hsp*90 #2	n/o	7.1*	-	-	n/o	N/A
*hsp*105	1.9	1.6	1.1	0	JW506426	JW525790
mtDNA *hsp*	37.0*	n/o	-	-	JW502693	n/o

Statistically significant changes indicated by an asterisk. Uncorrected percent sequence divergence and the non-synonymous (*d*_N_) to synonymous (*d*_S_) substitution ratio are shown for trimmed alignments. Gaps in the data due to missing orthologs are indicated as “n/o”.

N/A = contigs for which a NCBI accession was not created because their sequences were shorter than the minimum length allowed in a Trascriptome Shotgun Assembly (TSA) submission.

### Sequence divergence in the hsp70 gene family

Average sequence divergence of the 29 orthologous *hsp70* pairs is 2.9% and ranges from 0.0- 8.7% (Table 3). The ratio of rates of non-synonymous to synonymous substitutions (*d*_N_/*d*_S_) is less than one in all pairs, providing no evidence for divergent selection. Based on full-length transcript sequences, we unambiguously identified eight *hsp70* paralogs in the *T. californicus* transcriptome. We examined the relationship between these paralogs and Hsp70 proteins from *Drosophila melanogaster* and *Caenorhabditis elegans*. A neighbor-joining tree based on protein alignment (Figure 2) shows that five pairs have an ancient origin among Metazoans, while 3 pairs have diversified from an ancestral copy of Hsp70 #2. In all cases, orthologous copies in SD and SC are more closely related to one another than to other Hsp70 paralogs. Notably, the relatively closely related group of paralogs (#1, #2, #5, and #16) show markedly different response to thermal stress.

**Figure 2:**
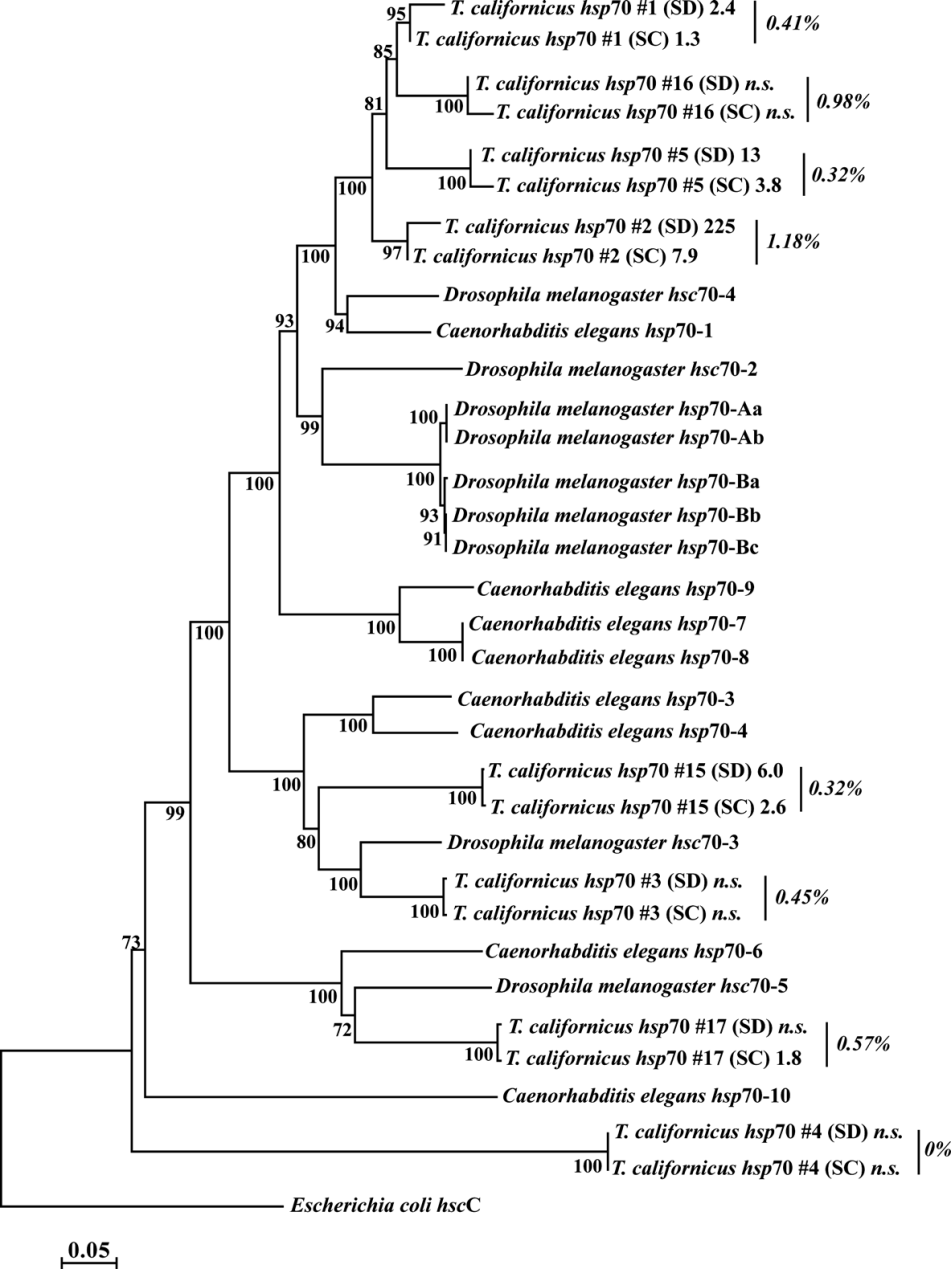
**Neighbor-joining phylogram of Hsp70 proteins from*Tigriopus californicus*and out-groups.** Numbers next to internal nodes represent bootstrap values from 1,000 replicates. For *T. californicus*, numbers next to population labels show the fold-change during thermal stress (‘n.s.’ = not significantly up- or down-regulated), as quantified by RNA-seq, while numbers associated with each pair of orthologs show the percent divergence in amino acid sequence between populations. NCBI accession numbers for *T. californicus Hsp* sequences can be found in Table 3.

### Validation of RNA-seq gene expression levels

We performed qPCR assays on a subset of genes using the same RNA samples prepared for RNA-seq (a type of technical validation), as well as using RNA from additional samples (for biological validation). In nearly all comparisons (75%), fold-changes in expression measured by qPCR were in the same direction as those estimated by RNA-seq (Table 4). Moreover, the magnitude of these changes were also highly congruent between the two methods, as tested by linear regressions of log_2_ fold-differences (technical replicates: *r* = 0.85, *F*_1,34_ = 87.4, *P* < 0.001; biological replicates: *r* = 0.84, *F*_1,26_ = 68.2, *P* < 0.001).

**Table 4:** Comparison of RNA-seq and qPCR measurements of fold change in gene expression in selected genes

	**Gene**	**SD fold change**		**SC fold change**		**SD accession**	**SC accession**
		**RNA-seq**	**qPCR**	**RNA-seq**	**qPCR**		
Technical replicates	Ubiquitin	0.9	0.1	0.6	0.1	JW512238	JW538961
	*hsp*beta-1 #2	22.9	20.6	4.5	2.1	JW506232	JW525782
	*hsp*beta-1 #3	24.6	13.6	4.2	4.7	JW506234	JW525781
	*hsp*beta-1 #4	105.2	109.5	4.7	2.3	JW506233	JW525780
	*hsp*beta-1 #5	4.9	2.8	2.1	1.8	JW519143	JW525778
	*hsp*20 #1	38.2	47	3	7.1	JW519178	JW525783
	*hsp*70 #2	224	35.9	7.8	2.4	JW519350	JW526654
	*hsp*70 #3	0.7	1.1	1.8	4.5	JW506218	JW525763
	*hsp*70 #4	0.9	0.7	1.3	1.9	JW506217	JW525759
	*hsp*70 #5	13	8.2	3.8	4.2	JW506905	JW526653
	*hsp*70 #15	6.1	4.4	2.6	2.8	JW502097	JW521081
	*hsp*70 #16	2.7	1.5	1.3	1.5	JW506226	JW526652
	*hsp*70 #17	1	0.7	1.8	2.2	JW506216	JW525758
	DNAJ #1	1.1	0.5	2.1	2.5	JW503763	JW522979
	DNAJ #2	1.2	1.4	1.2	2	JW504839	JW524198
	DNAJ #3	1.2	0.7	1	4.2	JW503761	JW522978
	DNAJ #4	1.1	0.6	0.5	0.8	JW503762	JW522980
	*hsp*90 #1	5.8	1.3	3.3	7.5	JW506231	JW525777
Biological replicates	*hsp*beta-1 #3	24.6	30.7	4.2	7.3	JW506234	JW525781
	*hsp*20 #1	38.2	24.2	3	3	JW519178	JW525783
	*hsp*70 #1	2.5	11	1.3	6	JW519142	JW525772
	*hsp*70 #2	224	95.1	7.8	19.8	JW519350	JW526654
	*hsp*70 #3	0.7	1	1.8	0.6	JW506218	JW525763
	*hsp*70 #4	0.9	0.8	1.3	0.8	JW506217	JW525759
	*hsp*70 #5	13	15	3.8	5.2	JW506905	JW526653
	*hsp*70 #15	6.1	5.2	2.6	1	JW502097	JW521081
	*hsp*70 #16	2.7	1.2	1.3	1.4	JW506226	JW526652
	*hsp*70 #17	1	0.8	1.8	0.8	JW506216	JW525758
	DNAJ #1	1.1	0.9	2.1	1	JW503763	JW522979
	DNAJ #2	1.2	1	1.2	1	JW504839	JW524198
	DNAJ #3	1.2	4.2	1	2.8	JW503761	JW522978
	DNAJ #4	1.1	1.3	0.5	1.5	JW503762	JW522980

## Discussion

### Population divergence in acute heat stress

Populations of *Tigriopus californicus* show strikingly different survivorship following acute thermal stress [32], with populations in southern California (i.e. San Diego) exhibiting higher survivorship. Here we tested the hypothesis that differences in patterns of gene expression play a role in adaptation to thermal stress. Our results, based on an RNA-seq approach, demonstrated that the two populations under study have genetically diverged in their transcriptome response to acute thermal stress. While the number of reads obtained for each treatment in each population limited our power to detect rare transcripts and incomplete assemblies could result in uneven representations of genes in each population, our qPCR data confirmed that the RNAseq results are robust measurements of gene expression changes in the tested populations. Our experiment showed that statistically significant changes in expression involved a small number of genes across the transcriptome of *T. californicus* (356 in San Diego and 867 in Santa Cruz, accounting for less than 1.5% of their respective assemblies). Among the subset of genes with statistically significant changes in expression, only 63 were responsive in both populations, suggesting that the two populations have diverged in the identity of affected loci. Furthermore, population differences were evident in both the direction and magnitude of expression changes in these 63 genes. The functional groups represented by these genes also differed between the two populations, as different gene ontology terms were enriched relative to the transcriptome. The San Diego population from southern California is more tolerant of thermal stress and exhibited a much larger up-regulation of stress-related genes following heat shock. In particular, this included a large number of genes that are members of heat shock protein families. Although there is up-regulation of *hsp70* paralogs in Santa Cruz, the fold change is much smaller than observed in the San Diego population. These results contrast with numerous other studies over latitudinal gradients that have not detected interpopulation expression differences in *hsps*[26]. For example, even at the interspecific level, Lockwood et al. [5] found that the magnitude of expression of seven *hsp70* genes was strikingly similar between a northern and a southern species of *Mytilus* mussels. Only one *hsp* (*hsp24*) exhibited a strong difference in expression between the two geographically separated species.

We also examined whether structural variation in Hsp orthologs might explain differential survivorship following acute thermal stress. Sequence analyses of the Hsp gene families suggest population differentiation at the structural level is not elevated compared to the rest of the genome. We identified 42 members of Hsp families across the San Diego and Santa Cruz populations and 29 were assigned to a matching ortholog. While some differences are evident in these orthologous copies, the amount of sequence divergence (average 2.9%) is close to the median level of 2.7% sequence divergence found across all genes in a comparison of the San Diego and Santa Cruz transcriptomes [38]. The orthologous pair with the largest amount of sequence divergence in our analysis (8.7%, *hsp67b2* #1) is not an outlier considering the range of sequence divergence evident across the entire transcriptome [38]. Finally, the lack of evidence that non-synonymous substitution rates are elevated in these genes, suggests that positive selection on the coding region may have a limited role in the diversification of heat shock protein function. We note that non-synonymous substitution rates were measured across entire genes; more rigorous tests of selection based on codon-substitution models will require sampling individuals across multiple populations of *T. californicus*[47].

In addition to the Hsp genes, several other functional categories of genes showed significant response to thermal stress. One similarity between the two populations was the pattern of down-regulation of genes encoded in the mtDNA. Since certain reactions in the electron transport chain are known to be major sources of reactive oxygen species [48], a decrease in expression of mtDNA genes may represent a means of reducing stress. In contrast to the mtDNA genes, most orthologous genes showing significant change in expression in response to thermal stress have diverged either in the magnitude of expression or direction of regulation. Perhaps the most striking difference observed was in genes involved in cuticle formation; these were enriched and up-regulated in San Diego, while being down-regulated in Santa Cruz. Cuticle genes are known to be up-regulated during diapause in many invertebrates [49], presumably to reduce cuticle permeability, but their specific role during acute thermal stress is not known. Genes functioning in proteolysis, which are known to play an important role in protein degradation following stress, also showed a differential response with significant up-regulation of some genes in southern but not in northern populations of *Tigriopus.* This pattern is opposite to the pattern found in *Mytilus*[5], where northern populations exhibit an up-regulation of proteolytic genes.

In sum, our results show a variety of significant differences between populations in gene regulation following acute thermal stress and we hypothesize that these contribute to the population differences in survivorship following stress. While mRNA transcript abundance is not equivalent to protein abundance [50], other studies have shown that gene expression changes in experimental treatments are relevant predictors of organismal physiology [51], and that there is often a high correlation between gene expression and protein abundance, including the Hsp gene family [52].

### Evidence of local adaptation in *Tigriopus* californicus

Numerous species exhibit morphological and life history variation along latitudinal clines [53,54]. These traits typically involve changes in body size, phenology [11,12,55], or temperature adaptation [56]. Recently, Willett [32] and Kelly et al. [35] provided evidence that the intertidal copepod *Tigriopus californicus* exhibits variation in temperature tolerance along a latitudinal cline in California. Willett showed that populations in northern California exhibit reduced survivorship when exposed to temperatures above 36°C for one hour, while survivorship remained high in southern California populations. Additionally, southern California populations exposed to chronic temperature stress survived longer than populations from northern California. Based on observed tradeoffs in fitness across a range of temperatures, Willett argued that this provided evidence of local adaptation to temperature in *T. californicus*. Kelly et al. [35] used selection experiments to demonstrate that thermal tolerance of *T. californicus* responded to selection over 10 generations, providing direct evidence for additive genetic variation for tolerance to thermal stress. Furthermore, Kelly et al. found that total quantitative genetic variation was almost completely partitioned among populations, rather than within populations, suggesting strong local adaptation.

Our results support the conclusions of both of the above studies and provide a possible molecular basis for local adaptation, namely that the pathways that control the regulation of numerous genes involved in response to acute temperature stress have diverged. Other studies have shown that stabilizing selection often acts to prevent genetic differentiation in expression patterns among populations and among species [57,58]. The clearest pattern in our study emerges from the dramatic differences in expression in the *hsp70* gene. Heat shock genes are known to be important components of temperature adaptation and resistance to thermal stress [1,59], as they play a critical role in preventing the degradation of intracellular proteins. Whole transcriptome studies have shown that Hsps play a dominant role in heat stress response in other species [60], as well as responding to other forms of environmental stress [61,62]. Rapid adaptation to novel thermal environments by altering expression of Hsps, and that of other chaperone proteins, may be a common form of local population adaptation in diverse taxa [5].

## Conclusions

In this study we contrasted the whole genome response in gene expression between two *T. californicus* populations that exhibit differences in tolerance to thermal stress. Broad changes in gene expression were observed, with the more thermal tolerant San Diego population showing more pronounced up-regulation of *hsp* and ubiquitin pathway genes than the more sensitive Santa Cruz population. Although this up-regulation involves a large number of heat shock proteins, the most dramatic response involved the *hsp*70 gene family. Orthologous copies of the Hsps do not show evidence of divergent selection for structural changes, suggesting, at least in part, that regulatory variation between populations may play an important role in their differential sensitivity to acute heat stress.

## Competing interests

The authors’ have no competing interests to declare.

## Authors’ contributions

SDS carried conducted the heat shock treatments, carried out the transcriptome analysis, and drafted the manuscript. FSB assisted in the transcriptome assembly, qPCR analysis and helped to draft the manuscript. GWM prepared the transcriptome samples. AW sequenced the HSP genes and assisted with qPCR analysis. RSB initiated the design and coordination of the study, obtained funding, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** List of genes and primers examined in quantitative PCR trials of *Tigriopus californicus*. Click here for file

Additional file 2 **Figure S1.** Smoothed density estimates of the reads per kilobase per million reads (RPKM) of contigs in each treatment for A) the whole transcriptome and B) significantly differentially expressed genes. Click here for file

Additional file 3 **Table S2.** Gene ontology terms (F: function, P: process, C: cellular component) for significantly up or down-regulated genes. Click here for file

# Supplementary material for: Investigating the molecular basis of local adaptation to thermal stress: population differences in gene expression across the transcriptome of the copepod Tigriopus californicus
**Source:** BMC Evol Biol. 2012 Sep 5;12:170. doi: 10.1186/1471-2148-12-170
**Supplement:** Additional file 1 — Table S1. List of genes and primers examined in quantitative PCR trials of Tigriopus californicus.

**Table 1S.** List of genes and primers examined in quantitative PCR trials of *Tigriopus californicus*.

| Gene                                     | Primer             | 5'-3' Primer sequence      |
|------------------------------------------|--------------------|----------------------------|
| Beta-actin                               | Actin-F            | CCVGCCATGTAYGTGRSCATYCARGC |
|                                          | Actin-R            | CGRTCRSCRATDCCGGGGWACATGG  |
| Heat shock protein beta 1 #2             | <i>hspb1_2</i> -F  | TCCAAAGGATTGGACGGACCATGG   |
|                                          | <i>hspb1_2</i> -R  | GTTCTTCTGCTCCTTACTTCCTCG   |
| Heat shock protein beta 1 #3             | <i>hspb1_3</i> -F  | CAAGAACGCCCAAGACAAGA       |
|                                          | <i>hspb1_3</i> -R  | GAGGGTCCACTGAAGAAATC       |
| Heat shock protein beta 1 #4             | <i>hspb1_4</i> -F  | CTACGGATTGGAAGATTGCGG      |
|                                          | <i>hspb1_4</i> -R  | ACGGCCTCCATTGACAATTC       |
| Heat shock protein beta 1 #5             | <i>hspb1_5</i> -F  | GCTGTGATCATCAAGATACC       |
|                                          | <i>hspb1_5</i> -R  | CATGCAATCCAACATGATGATCC    |
| Heat shock protein 20 #1                 | <i>hsp20</i> -F    | TCGACGACGACCTTCTTATGCC     |
|                                          | <i>hsp20</i> -R    | TCAAAGACATCTTGACCTCG       |
| Heat shock protein 70 #1                 | <i>hsp70_1</i> -F  | GGGACATGAAACATTGGCCTTTC    |
|                                          | <i>hsp70_1</i> -R  | CGAAATGGTCCACCAATCGGTTG    |
| Heat shock protein 70 #2                 | <i>hsp70_2</i> -F  | CGTCTCCATCTTGTCCATTGAGG    |
|                                          | <i>hsp70_2</i> -R  | ACGGCCGCACCATAGGCCACAGC    |
| Heat shock protein 70 #3                 | <i>hsp70_3</i> -F  | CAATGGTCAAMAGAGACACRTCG    |
|                                          | <i>hsp70_3</i> -R  | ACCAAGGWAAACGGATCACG       |
| Heat shock protein 70 #4                 | <i>hsp70_4</i> -F  | GACCTCGGTCACCCGTTGCC       |
|                                          | <i>hsp70_4</i> -R  | CTCGGTCCAAAGCGTGGCGT       |
| Heat shock protein 70 #5                 | <i>hsp70_5</i> -F  | GGAAATCATCGCCAATGACCAAGG   |
|                                          | <i>hsp70_5</i> -R  | CGAATGGCAGCTTGTTAGAGCTC    |
| Heat shock protein 70 #15                | <i>hsp70_15</i> -F | ATCACCATCACCAACGACAA       |
|                                          | <i>hsp70_15</i> -R | AGCCAGTCGAGCTTCTCATC       |
| Heat shock protein 70 #16                | <i>hsp70_16</i> -F | CACTTGGGTGGTGAGGATTT       |
|                                          | <i>hsp70_16</i> -R | GATTTTTCACAGGCTCCAA        |
| Heat shock protein 70 #17                | <i>hsp70_17</i> -F | CGCTCGCCTTGGAACACCTTGA     |
|                                          | <i>hsp70_17</i> -R | TGGACCAATCCGGACCCAAGCA     |
| Heat shock protein 90 #1                 | <i>hsp90</i> -F    | AGGAGCATTTGGCCGTCAAGCA     |
|                                          | <i>hsp90</i> -R    | GCGGCCACGACCTCCTTGG        |
| DNAJ #1                                  | DNAJ_1-F           | GATCCAGGCCCAAAAAGAAG       |
|                                          | DNAJ_1-R           | TCACATTGGCACTTCGATTC       |
| DNAJ #2                                  | DNAJ_2-F           | CGTGAAACCAGGATGGAAGT       |
|                                          | DNAJ_2-R           | AAATCTCGTCGCTCAAGTCC       |
| DNAJ #3                                  | DNAJ_3-F           | AAGTGTTGGGCGATTCTGAT       |
|                                          | DNAJ_3-R           | GTGAGGAACGATTGGTGGAG       |
| DNAJ #4                                  | DNAJ_4-F           | CCAACAAAGGCGACAAAGAC       |
|                                          | DNAJ_4-R           | CGTCCACCTGAGCGAAAT         |
| Myosin 2 light chain                     | Myosin-F           | GTGTGCGAAAAGCAAATGAC       |
|                                          | Myosin-R           | GAACCTCAACCTCCTCTCA        |
| Tubulin Alpha 1                          | Tubulin-F          | AGGTATGGAGGAAGGCGAAT       |
|                                          | Tubulin-R          | TTCAAAGTGATGGGGAGCA        |
| Ubiquitin                                | Ubiquitin-F        | TAACGGTCAAAATGGGAAGC       |
|                                          | Ubiquitin-R        | AGCAACTGGAAGATGGACGA       |
| Glyceraldehyde 3-phosphate dehydrogenase | GAPDH-F            | GGAGGAGGGGATGATGTTTT       |
|                                          | GAPDH-R            | CAACCACGAGCAATACGAGA       |

# Supplementary material for: Investigating the molecular basis of local adaptation to thermal stress: population differences in gene expression across the transcriptome of the copepod Tigriopus californicus
**Source:** BMC Evol Biol. 2012 Sep 5;12:170. doi: 10.1186/1471-2148-12-170
**Supplement:** Additional file 2 — Figure S1. Smoothed density estimates of the reads per kilobase per million reads (RPKM) of contigs in each treatment for A) the whole transcriptome and B) significantly differentially expressed genes.

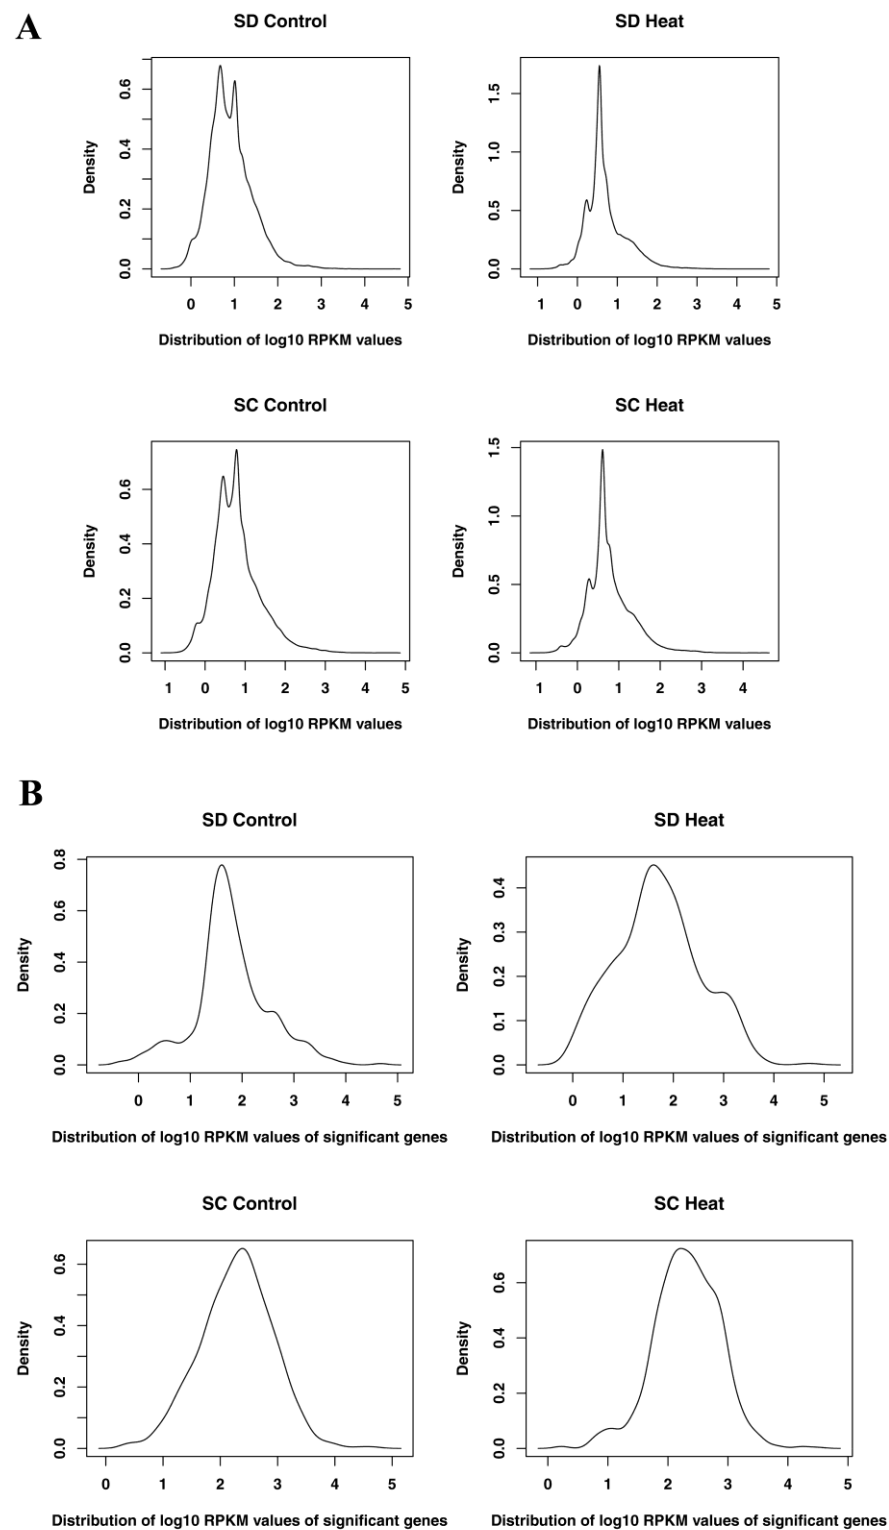

**Figure 1S.** Smoothed density estimates of the reads per kilobase per million reads (RPKM) of contigs in each treatment for A) the whole transcriptome and B) significantly differentially expressed genes.

# Supplementary material for: Investigating the molecular basis of local adaptation to thermal stress: population differences in gene expression across the transcriptome of the copepod Tigriopus californicus
**Source:** BMC Evol Biol. 2012 Sep 5;12:170. doi: 10.1186/1471-2148-12-170
**Supplement:** Additional file 3 — Table S2. Gene ontology terms (F: function, P: process, C: cellular component) for significantly up or down-regulated genes.

Additional File 3 for Schoville et al. “Local adaption to thermal stress in *Tigriopus*”

**Table 2S.** Gene ontology terms (F: function, P: process, C: cellular component) for significantly up or down-regulated genes.

| Shared GO Terms                                          | SD<br>Freq | SC<br>Freq | San Diego Specific GO Terms                                                                                                     | Freq | Santa Cruz Specific GO Terms                                                   | Freq |
|----------------------------------------------------------|------------|------------|---------------------------------------------------------------------------------------------------------------------------------|------|--------------------------------------------------------------------------------|------|
| C cellular_component                                     | 2          | 2          | C caspase complex                                                                                                               | 1    | C A band                                                                       | 2    |
| C chloroplast                                            | 1          | 3          | C cell cortex                                                                                                                   | 1    | C anchored to membrane                                                         | 1    |
| C cytoplasm                                              | 13         | 22         | C cell surface                                                                                                                  | 1    | C apical cortex                                                                | 2    |
| C cytoskeleton                                           | 4          | 5          | C endosome membrane                                                                                                             | 1    | C apical plasma membrane                                                       | 1    |
| C cytosolic small ribosomal subunit                      | 1          | 3          | C ER-Golgi intermediate compartment                                                                                             | 1    | C cell part                                                                    | 2    |
| C endoplasmic reticulum lumen                            | 1          | 3          | C integral to endoplasmic reticulum membrane                                                                                    | 1    | C chromosome                                                                   | 1    |
| C extracellular region                                   | 5          | 8          | C melanosome                                                                                                                    | 1    | C clathrin coat of coated pit                                                  | 1    |
| C integral to membrane                                   | 2          | 11         | C membrane                                                                                                                      | 1    | C clathrin coat of trans-Golgi network vesicle                                 | 1    |
| C intracellular                                          | 4          | 7          | C mitochondrial matrix                                                                                                          | 1    | C cleavage furrow                                                              | 2    |
| C lysosome                                               | 1          | 1          | C monolayer-surrounded lipid storage body                                                                                       | 1    | C cytoplasmic part                                                             | 2    |
| C mitochondrial inner membrane                           | 1          | 3          | C nucleoplasm                                                                                                                   | 1    | C cytosolic large ribosomal subunit                                            | 1    |
| C mitochondrial outer membrane                           | 1          | 1          | C plant-type cell wall                                                                                                          | 1    | C eukaryotic translation initiation factor 3 complex                           | 1    |
| C mitochondrion                                          | 2          | 9          | F 4 iron, 4 sulfur cluster binding                                                                                              | 1    | C extracellular space                                                          | 2    |
| C myosin complex                                         | 2          | 8          | F acid-amino acid ligase activity                                                                                               | 3    | C focal adhesion                                                               | 1    |
| C nucleus                                                | 6          | 14         | F aromatase activity                                                                                                            | 1    | C Golgi apparatus                                                              | 1    |
| C perinuclear region of cytoplasm                        | 1          | 1          | F ATP-dependent protein binding                                                                                                 | 1    | C heterotrimeric G-protein complex                                             | 1    |
| C plastid                                                | 1          | 4          | F caspase inhibitor activity                                                                                                    | 1    | C intermediate filament                                                        | 1    |
| C respiratory chain                                      | 1          | 1          | F chaperone binding                                                                                                             | 1    | C intracellular membrane-bounded organelle                                     | 1    |
| C ribosome                                               | 3          | 36         | F endonuclease activity                                                                                                         | 1    | C lamellipodium                                                                | 1    |
| F 3,4-dihydroxy-2-butanone-4-phosphate synthase activity | 1          | 2          | F heat shock protein binding                                                                                                    | 2    | C large ribosomal subunit                                                      | 5    |
| F actin binding                                          | 1          | 7          | F misfolded protein binding                                                                                                     | 1    | C lipid particle                                                               | 4    |
|                                                          |            |            | F oxidoreductase activity, acting on single donors with incorporation of molecular oxygen, incorporation of two atoms of oxygen | 1    | C membrane                                                                     | 9    |
| F amine oxidase activity                                 | 1          | 1          |                                                                                                                                 | 1    | C membrane part                                                                | 1    |
| F ATP binding                                            | 16         | 30         | F phosphoinositide binding                                                                                                      | 1    | C microtubule                                                                  | 2    |
| F binding                                                | 6          | 20         | F proline dehydrogenase activity                                                                                                | 1    | C mitochondrial envelope                                                       | 2    |
| F calcium ion binding                                    | 2          | 9          | F protein binding, bridging                                                                                                     | 1    | C mitochondrial outer membrane translocase complex                             | 1    |
| F catalytic activity                                     | 4          | 7          | F protein disulfide oxidoreductase activity                                                                                     | 1    | C mitochondrial proton-transporting ATP synthase complex, coupling factor F(o) | 2    |
| F chitin binding                                         | 4          | 2          | F protein transporter activity                                                                                                  | 1    | C mitochondrial respiratory chain complex IV                                   | 1    |
| F cytochrome-c oxidase activity                          | 1          | 1          | F structural constituent of cell wall                                                                                           | 1    | C myosin filament                                                              | 12   |
| F DNA binding                                            | 2          | 3          | F transcription factor binding                                                                                                  | 1    | C plasma membrane                                                              | 3    |
| F electron carrier activity                              | 2          | 1          | F transferase activity, transferring glycosyl groups                                                                            | 1    |                                                                                |      |
|                                                          |            |            | P activation of signaling protein activity involved in unfolded protein response                                                | 1    | C proteasome complex                                                           | 1    |
| F ferric iron binding                                    | 3          | 4          |                                                                                                                                 | 1    | C proteasome core complex                                                      | 1    |
| F heme binding                                           | 1          | 1          | P aerobic respiration                                                                                                           | 1    |                                                                                |      |

# Additional File 3 for Schoville et al. “Local adaption to thermal stress in *Tigriopus*”

|                                                          |    |    |                                                                                                  |   |                                                                  |   |
|----------------------------------------------------------|----|----|--------------------------------------------------------------------------------------------------|---|------------------------------------------------------------------|---|
| F hydrolase activity                                     | 12 | 38 | P anaphase-promoting complex-dependent proteasomal ubiquitin-dependent protein catabolic process | 1 | C proteasome core complex, alpha-subunit complex                 | 2 |
| F isomerase activity                                     | 1  | 4  | P anti-apoptosis                                                                                 | 2 | C proteinaceous extracellular matrix                             | 1 |
| F Janus kinase activity                                  | 1  | 1  | P axon guidance                                                                                  | 1 | C proton-transporting ATP synthase complex, catalytic core F(1)  | 2 |
| F ligase activity                                        | 1  | 6  | P binding of sperm to zona pellucida                                                             | 2 | C proton-transporting ATP synthase complex, coupling factor F(o) | 1 |
| F lipid binding                                          | 1  | 1  | P biosynthetic process                                                                           | 2 | C proton-transporting V-type ATPase, V0 domain                   | 1 |
| F lipid transporter activity                             | 2  | 11 | P camera-type eye morphogenesis                                                                  | 1 | C ribonucleoprotein complex                                      | 2 |
| F manganese ion binding                                  | 1  | 4  | P cell morphogenesis involved in differentiation                                                 | 1 | C ruffle                                                         | 1 |
| F metal ion binding                                      | 3  | 15 | P cellular metabolic process                                                                     | 1 | C septate junction                                               | 1 |
| F molecular_function                                     | 2  | 3  | P cellular response to glucose starvation                                                        | 1 | C small ribosomal subunit                                        | 6 |
| F motor activity                                         | 2  | 10 | P cerebellar Purkinje cell layer development                                                     | 1 | C sodium potassium-exchanging ATPase complex                     | 1 |
| F non-membrane spanning protein tyrosine kinase activity | 1  | 1  | P cerebellum structural organization                                                             | 1 | C spindle microtubule                                            | 1 |
| F nucleotide binding                                     | 3  | 7  | P equator specification                                                                          | 1 | C spliceosomal complex                                           | 1 |
| F oxidoreductase activity                                | 5  | 9  | P ER overload response                                                                           | 1 | C striated muscle thick filament                                 | 2 |
| F protein binding                                        | 10 | 19 | P ER-associated protein catabolic process                                                        | 2 | C tubulin complex                                                | 1 |
| F protein dimerization activity                          | 2  | 1  | P glutamate biosynthetic process                                                                 | 1 | C unconventional myosin complex                                  | 2 |
| F protein kinase activity                                | 1  | 1  | P induction of apoptosis by extracellular signals                                                | 1 | C Z disc                                                         | 3 |
| F protein serine/threonine kinase activity               | 2  | 1  | P locomotory behavior                                                                            | 1 | F 2 iron, 2 sulfur cluster binding                               | 1 |
| F receptor activity                                      | 1  | 6  | P long-term strengthening of neuromuscular junction                                              | 1 | F 2-alkenal reductase activity                                   | 1 |
| F ribosome binding                                       | 1  | 1  | P negative regulation of caspase activity                                                        | 1 | F 5S rRNA binding                                                | 1 |
| F sequence-specific DNA binding                          | 2  | 2  | P negative regulation of transcription factor activity                                           | 1 | F actin filament binding                                         | 1 |
| F serine-type endopeptidase activity                     | 3  | 2  | P negative regulation of transforming growth factor beta receptor signaling pathway              | 1 | F acyl-CoA dehydrogenase activity                                | 1 |
| F signal transducer activity                             | 1  | 1  | P negative regulation of ubiquitin-protein ligase activity during mitotic cell cycle             | 1 | F acyltransferase activity                                       | 3 |
| F structural constituent of cuticle                      | 16 | 11 | P penetration of zona pellucida                                                                  | 2 | F adenosine deaminase activity                                   | 1 |
| F structural constituent of ribosome                     | 1  | 49 | P peptidyl-L-beta-methylthioaspartic acid biosynthetic process from peptidyl-aspartic acid       | 1 | F adenosylhomocysteinase activity                                | 1 |
| F transcription factor activity                          | 2  | 1  | P positive regulation of cyclin-dependent protein kinase activity during G1/S                    | 1 | F ARF guanyl-nucleotide exchange factor activity                 | 1 |
| F transcription regulator activity                       | 1  | 2  | P positive regulation of embryonic development                                                   | 1 | F ATPase activity, coupled                                       | 2 |
| F transferase activity                                   | 2  | 5  | P positive regulation of protein ubiquitination                                                  | 1 | F ATP-dependent helicase activity                                | 1 |
| F transition metal ion binding                           | 1  | 1  | P positive regulation of ubiquitin-protein ligase activity during mitotic cell cycle             | 1 | F calcium sodium antiporter activity                             | 1 |
| F transporter activity                                   | 1  | 3  | P proline catabolic process                                                                      | 1 | F calcium-transporting ATPase activity                           | 1 |
| F unfolded protein binding                               | 4  | 4  | P regulation of protein folding in endoplasmic reticulum                                         | 1 | F cation binding                                                 | 1 |
| F zinc ion binding                                       | 3  | 4  | P regulation of synaptic plasticity                                                              | 1 | F chitin deacetylase activity                                    | 1 |

# Additional File 3 for Schoville et al. “Local adaption to thermal stress in *Tigriopus*”

|                                                   |    |    |                                   |   |                                                                         |   |
|---------------------------------------------------|----|----|-----------------------------------|---|-------------------------------------------------------------------------|---|
| P apoptosis                                       | 1  | 1  | P response to cadmium ion         | 1 | F cyclin binding                                                        | 1 |
| P auxin biosynthetic process                      | 11 | 19 | P response to xenobiotic stimulus | 1 | F cysteine-type endopeptidase activity                                  | 2 |
| P biological_process                              | 1  | 3  | P signaling                       | 1 | F DNA-(apurinic or apyrimidinic site) lyase activity                    | 1 |
| P border follicle cell migration                  | 1  | 1  | P sperm motility                  | 2 | F double-stranded RNA binding                                           | 1 |
| P cell communication                              | 1  | 1  | P spermatogenesis                 | 1 | F endopeptidase inhibitor activity                                      | 2 |
| P cell proliferation                              | 1  | 1  | P viral protein processing        | 1 | F enzyme inhibitor activity                                             | 2 |
| P cell redox homeostasis                          | 1  | 4  |                                   |   | F exonuclease activity                                                  | 1 |
| P cellular biogenic amine metabolic process       | 1  | 1  |                                   |   | F extracellular ligand-gated ion channel activity                       | 1 |
| P cellular defense response                       | 1  | 1  |                                   |   | F FAD binding                                                           | 1 |
| P cellular iron ion homeostasis                   | 3  | 4  |                                   |   | F glutathione peroxidase activity                                       | 1 |
| P cellular process                                | 1  | 1  |                                   |   | F glutathione transferase activity                                      | 1 |
|                                                   |    |    |                                   |   | F glyceraldehyde-3-phosphate dehydrogenase (phosphorylating) activity   | 1 |
| P chitin metabolic process                        | 4  | 2  |                                   |   | F GTP binding                                                           | 7 |
| P compound eye photoreceptor cell differentiation | 1  | 1  |                                   |   | F GTPase activity                                                       | 6 |
| P cytokinesis                                     | 1  | 3  |                                   |   | F histone binding                                                       | 2 |
| P defense response to virus                       | 1  | 1  |                                   |   | F Hsp90 protein binding                                                 | 1 |
| P DNA replication initiation                      | 1  | 1  |                                   |   | F hydrogen ion transmembrane transporter activity                       | 2 |
| P electron transport chain                        | 1  | 1  |                                   |   | F hydrogen ion transporting ATP synthase activity, rotational mechanism | 3 |
| P embryonic development ending in seed dormancy   | 1  | 2  |                                   |   | F hydrogen-exporting ATPase activity, phosphorylative mechanism         | 1 |
| P encapsulation of foreign target                 | 1  | 1  |                                   |   | F hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds | 1 |
| P eye-antennal disc morphogenesis                 | 1  | 1  |                                   |   | F hydrolase activity, acting on glycosyl bonds                          | 2 |
| P germ-line stem cell division                    | 1  | 1  |                                   |   | F iron ion binding                                                      | 2 |
| P hemocyte proliferation                          | 1  | 1  |                                   |   | F iron-sulfur cluster binding                                           | 1 |
| P hindgut morphogenesis                           | 1  | 1  |                                   |   | F isocitrate dehydrogenase (NAD+) activity                              | 2 |
| P humoral immune response                         | 1  | 1  |                                   |   | F ligase activity                                                       | 1 |
| P imaginal disc-derived leg morphogenesis         | 1  | 1  |                                   |   | F L-malate dehydrogenase activity                                       | 1 |
| P imaginal disc-derived wing morphogenesis        | 1  | 1  |                                   |   | F lyase activity                                                        | 4 |
| P intracellular protein transport                 | 1  | 1  |                                   |   | F metalloendopeptidase activity                                         | 2 |
| P iron ion transport                              | 3  | 4  |                                   |   | F metallopeptidase activity                                             | 2 |
| P lamellocyte differentiation                     | 1  | 1  |                                   |   | F methionine adenosyltransferase activity                               | 2 |
| P lipid metabolic process                         | 1  | 1  |                                   |   | F methyltransferase activity                                            | 1 |
| P lipid transport                                 | 2  | 11 |                                   |   | F microfilament motor activity                                          | 2 |
| P mitotic cell cycle                              | 1  | 1  |                                   |   | F monovalent inorganic cation transmembrane transporter activity        | 1 |
| P multicellular organismal development            | 1  | 2  |                                   |   | F myosin light chain binding                                            | 2 |
| P multicellular organismal process                | 1  | 1  |                                   |   | F N-acetyltransferase activity                                          | 1 |
| P negative regulation of apoptosis                | 2  | 2  |                                   |   |                                                                         |   |

Additional File 3 for Schoville et al. “Local adaption to thermal stress in *Tigriopus*”

|                                              |     |     |                                                             |   |
|----------------------------------------------|-----|-----|-------------------------------------------------------------|---|
| P ommatidial rotation                        | 1   | 1   | F NAD or NADH binding                                       | 3 |
| P open tracheal system development           | 1   | 1   | F NADH dehydrogenase (ubiquinone) activity                  | 1 |
| P ovarian follicle cell stalk formation      | 1   | 1   | F nucleic acid binding                                      | 6 |
| P oxidation reduction                        | 6   | 17  | F nucleoside diphosphate kinase activity                    | 1 |
| P periodic partitioning                      | 1   | 1   | F nucleotidyltransferase activity                           | 1 |
| P positive regulation of transcription       | 1   | 1   | F ornithine decarboxylase inhibitor activity                | 1 |
| P primary sex determination                  | 1   | 1   | F peptidase activity                                        | 4 |
| P protein amino acid autophosphorylation     | 1   | 1   | F peptidase inhibitor activity                              | 2 |
| P protein folding                            | 4   | 8   | F peptidyl-prolyl cis-trans isomerase activity              | 2 |
| P protein modification process               | 3   | 1   | F peroxidase activity                                       | 3 |
| P proteolysis                                | 3   | 3   | F peroxiredoxin activity                                    | 1 |
|                                              |     |     | F phosphoenolpyruvate carboxykinase (GTP) activity          | 1 |
| P regulation of hemocyte differentiation     | 1   | 1   | F phosphorylase activity                                    | 1 |
| P regulation of transcription, DNA-dependent | 2   | 3   | F protein homodimerization activity                         | 2 |
| P response to heat                           | 10  | 5   | F proton-transporting ATPase activity, rotational mechanism | 2 |
|                                              |     |     | F purine nucleotide binding                                 | 1 |
| P response to stress                         | 14  | 18  | F pyridoxal phosphate binding                               | 1 |
| P riboflavin biosynthetic process            | 1   | 2   | F pyruvate dehydrogenase activity                           | 1 |
| P signal transduction                        | 1   | 1   | F retinal dehydrogenase activity                            | 1 |
| P somatic stem cell division                 | 1   | 1   | F RNA binding                                               | 9 |
| P sphingolipid metabolic process             | 1   | 1   | F rRNA binding                                              | 3 |
| P STAT protein nuclear translocation         | 1   | 1   | F selenium binding                                          | 2 |
| P stem cell maintenance                      | 1   | 1   | F serine O-acetyltransferase activity                       | 3 |
| P translation                                | 1   | 46  | F serine-type peptidase activity                            | 1 |
| P transport                                  | 4   | 3   | F sodium potassium-exchanging ATPase activity               | 2 |
| P tyrosine phosphorylation of STAT protein   | 1   | 1   | F structural constituent of cytoskeleton                    | 1 |
| Unknown                                      | 200 | 436 | F structural constituent of eye lens                        | 1 |
|                                              |     |     | F structural constituent of muscle                          | 2 |
|                                              |     |     | F structural molecule activity                              | 3 |
|                                              |     |     | F sugar binding                                             | 2 |
|                                              |     |     | F sulfuric ester hydrolase activity                         | 1 |
|                                              |     |     | F superoxide dismutase activity                             | 2 |
|                                              |     |     | F thiosulfate sulfurtransferase activity                    | 1 |
|                                              |     |     | F threonine-type endopeptidase activity                     | 3 |
|                                              |     |     | F translation elongation factor activity                    | 4 |
|                                              |     |     | F translation initiation factor activity                    | 3 |
|                                              |     |     | F triose-phosphate isomerase activity                       | 1 |

Additional File 3 for Schoville et al. “Local adaption to thermal stress in *Tigriopus*”

|                                                                            |   |
|----------------------------------------------------------------------------|---|
| F ubiquinol-cytochrome-c reductase activity                                | 3 |
| P protein ubiquination                                                     | 1 |
| P acetyl-CoA biosynthetic process from pyruvate                            | 1 |
| P actin cytoskeleton reorganization                                        | 1 |
| P actin filament bundle assembly                                           | 1 |
| P adult locomotory behavior                                                | 1 |
| P ATP biosynthetic process                                                 | 3 |
| P ATP synthesis coupled proton transport                                   | 3 |
| P axonogenesis                                                             | 1 |
| P blastocyst development                                                   | 1 |
| P calcium ion transport                                                    | 2 |
| P carbohydrate metabolic process                                           | 4 |
| P cell cycle                                                               | 1 |
| P chromatin organization                                                   | 1 |
| P CTP biosynthetic process                                                 | 1 |
| P cuticle pattern formation                                                | 2 |
| P cytoskeletal anchoring at plasma membrane                                | 1 |
| P defense response to bacterium                                            | 1 |
| P defense response to protozoan                                            | 1 |
| P detection of light stimulus                                              | 1 |
| P determination of adult lifespan                                          | 1 |
| P DNA replication                                                          | 1 |
| P dorsal closure, amnioserosa morphology change                            | 2 |
| P dorsal closure, leading edge cell differentiation                        | 2 |
| P dorsal closure, spreading of leading edge cells                          | 2 |
| P ecdysone-mediated induction of salivary gland cell autophagic cell death | 2 |
| P embryonic development                                                    | 1 |
| P embryonic development ending in birth or egg hatching                    | 1 |
| P embryonic development via the syncytial blastoderm                       | 1 |
| P epithelial cell migration, open tracheal system                          | 2 |
| P equator specification                                                    | 1 |
| P establishment of neuroblast polarity                                     | 2 |
| P establishment of planar polarity                                         | 2 |
| P establishment of protein localization                                    | 2 |
| P flight behavior                                                          | 1 |
| P gluconeogenesis                                                          | 1 |
| P glycolysis                                                               | 2 |

Additional File 3 for Schoville et al. “Local adaption to thermal stress in *Tigriopus*”

|                                                                        |    |
|------------------------------------------------------------------------|----|
| P G-protein coupled receptor protein signaling pathway                 | 1  |
| P growth                                                               | 1  |
| P GTP biosynthetic process                                             | 1  |
| P head involution                                                      | 2  |
| P histone exchange                                                     | 1  |
| P imaginal disc-derived wing hair organization                         | 2  |
| P inductive cell migration                                             | 1  |
| P innate immune response                                               | 1  |
| P ion transport                                                        | 1  |
| P iron-sulfur cluster assembly                                         | 1  |
| P malate metabolic process                                             | 1  |
| P Malpighian tubule morphogenesis                                      | 2  |
| P mature ribosome assembly                                             | 1  |
| P metabolic process                                                    | 10 |
| P microtubule-based movement                                           | 3  |
| P mitochondrial electron transport, ubiquinol to cytochrome c          | 2  |
| P mitotic spindle organization                                         | 1  |
| P monovalent inorganic cation transport                                | 1  |
| P muscle attachment                                                    | 3  |
| P myosin II filament assembly                                          | 2  |
| P negative regulation of myeloid leukocyte differentiation             | 1  |
| P negative regulation of nucleotide metabolic process                  | 1  |
| P nematode larval development                                          | 1  |
| P neuromuscular process                                                | 1  |
| P nuclear mRNA splicing, via spliceosome                               | 1  |
| P nucleoside diphosphate phosphorylation                               | 1  |
| P nucleosome assembly                                                  | 1  |
| P one-carbon metabolic process                                         | 3  |
| P ovarian follicle cell migration                                      | 2  |
| P plasma membrane ATP synthesis coupled proton transport               | 2  |
| P positive regulation of cAMP biosynthetic process                     | 1  |
| P positive regulation of epithelial cell proliferation                 | 1  |
| P positive regulation of keratinocyte differentiation                  | 1  |
| P positive regulation of transcription from RNA polymerase II promoter | 1  |
| P potassium ion transport                                              | 1  |

Additional File 3 for Schoville et al. “Local adaption to thermal stress in *Tigriopus*”

|                                                              |   |
|--------------------------------------------------------------|---|
| P primitive hemopoiesis                                      | 1 |
| P pronuclear migration                                       | 1 |
| P protein homooligomerization                                | 1 |
| P protein oligomerization                                    | 2 |
| P protein polymerization                                     | 3 |
| P protein targeting                                          | 1 |
| P protein transport                                          | 1 |
| P protein ubiquitination                                     | 5 |
| P proteolysis involved in cellular protein catabolic process | 1 |
| P regulation of ARF protein signal transduction              | 1 |
| P regulation of cell shape                                   | 1 |
| P regulation of proteolysis                                  | 1 |
| P regulation of translation                                  | 1 |
| P regulation of tube diameter, open tracheal system          | 1 |
| P regulation of tube length, open tracheal system            | 1 |
| P response to glucagon stimulus                              | 1 |
| P response to mechanical stimulus                            | 1 |
| P response to oxidative stress                               | 1 |
| P response to selenium ion                                   | 1 |
| P response to stimulus                                       | 1 |
| P response to temperature stimulus                           | 1 |
| P ribosomal small subunit biogenesis                         | 1 |
| P ribosome biogenesis                                        | 2 |
| P rRNA processing                                            | 2 |
| P sarcomere organization                                     | 2 |
| P septate junction assembly                                  | 1 |
| P skeletal muscle thick filament assembly                    | 2 |
| P small GTPase mediated signal transduction                  | 1 |
| P sodium ion transport                                       | 1 |
| P striated muscle contraction                                | 2 |
| P sulfate transport                                          | 1 |
| P superoxide metabolic process                               | 2 |
| P tissue homeostasis                                         | 1 |
| P translational elongation                                   | 8 |
| P translational initiation                                   | 1 |
| P transmembrane transport                                    | 3 |
| P tricarboxylic acid cycle                                   | 3 |
| P tRNA processing                                            | 1 |

Additional File 3 for Schoville et al. “Local adaption to thermal stress in *Tigriopus*”

|                                                 |   |
|-------------------------------------------------|---|
| P ubiquitin-dependent protein catabolic process | 4 |
| P UTP biosynthetic process                      | 1 |
| P vesicle-mediated transport                    | 1 |

How the deposited data were processed for this re-analysis (not part of the article)

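The data are 4 libraries of *Tigriopus californicus*, 1 control and 1 heat stress library from each of the San Diego (SD) and Santa Cruz (SC) populations, each made from a pool of copepods. Conditions were taken from the sample labels and checked against the paper's methods. The authors trimmed the reads, assembled them with earlier reads of the same populations into contigs for each population, mapped each library to its own assembly with CLC Genomics Workbench, named contigs by BLAST and deposited an RPKM value per contig. The deposited values cover part of each assembly. Their Genbank column is unfilled apart from the mtDNA genes, so the contigs behind most numbered genes of Tables 2, 3 and 4 could not be identified.

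The test planned for each population was Kal's *Z*-test on read counts. Because the deposited values are RPKM, the test was run on RPKM as shares of the summed RPKM of the contigs, which had been listed beforehand as an alternative. It became the main setting after the unit was known and after counts of called contigs under several settings had been seen. A contig was called at a Bonferroni adjusted *p*-value of at most 0.10 over the contigs of a population, without the planned filter on reads. The fold change was the ratio of RPKM. Shares carry 95% Wilson intervals, medians carry binomial intervals from order statistics, and fold changes carry exact (Clopper-Pearson) intervals of the split of recovered reads. All intervals cover counting error only, and the pooled libraries hold 1 replicate per condition.

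Whole reads were recovered from the RPKM values by a search for the library totals and the smallest contig length that give whole reads in both libraries of a population. The totals were checked by multiplying them by 0.5 and 2. With the totals as found, both reads of a contig were even in 14.4% of SD and 14.5% of SC contigs, against 5.33% and 3.16% at 0.5 times and 44.4% and 56.9% at 2 times. The recovery and the calls were tested on simulated libraries drawn for the same contigs with 200 contigs changed 4-fold. The test on RPKM called 109 of the 200 in SD and 92 in SC, with 12 and 6 unchanged contigs called. The test on reads called 177 and 168, with 0 unchanged contigs called. The recovered reads are minima, so intervals from them are wide rather than narrow. A contig listed at 0 in the control was given a lower bound against a floor of 3 reads, which does not include the counting error of the heat stress reads; the lower end of the exact interval is given beside it.

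Contigs were grouped by words in their product names into heat shock, *hsp70*, cuticle, chitin, ubiquitin, protease and proteasome, ribosomal protein, lipid transport, cell wall-associated hydrolase, ferritin and mtDNA classes. The heat shock and *hsp70* classes leave out heat shock factors and proteins named as binding or interacting with a heat shock protein. The heat shock class keeps *hsp70*/*hsp90* organizing proteins. The words were chosen after product names and the direction of calls in several classes had been seen. The median of a class was placed among those of 10000 random lists of the same size, matched on mean expression in 20 bins. Single genes were named by a rule that was set, like the alternatives described below as listed beforehand, before the data were examined: genes of Tables 2 to 4 whose contig is identified by a name on 1 contig, and in each population the 2 called contigs with the largest rise by the lower end of the interval and the 2 with the largest fall by the upper end. Other contigs named were chosen after their values had been seen, as said there. Populations were compared through product names found on exactly 1 contig in each.

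The planned form, Kal's *Z*-test on reads and a filter on more than 10 reads in at least 1 library, was run as alternatives on recovered reads, the test and the filter each in turn. The other alternatives listed beforehand were a stricter Bonferroni threshold of 0.05, a Benjamini-Hochberg threshold of 0.05, filters on more than 10 reads in both libraries or in the control library, Fisher's exact test on recovered reads, scaling by the median ratio, scaling to reads sequenced, thinning to the smallest library, 0.5 reads added to each library, and contigs at 0 included in the RPKM medians. Alternatives chosen after seeing the data were scaling by a trimmed mean of ratios (middle 40% of ratios and 90% of levels), scaling to the paper's fold changes of the mtDNA genes, tests counted over the whole assembly, an assumed biological coefficient of variation of 0.1 or 0.4, a minimum of 1 RPKM in both libraries, 1 RPKM added to each library, class medians over contigs with at least 10 control reads, and the SC control reads taken as the population total less the heat stress library, for the mapped share and for the scaling to reads sequenced. Contigs of bacterial and animal origin were recognised by 76 and 22 genus names, listed before their changes were computed. For calls under reads sequenced, the factor was applied on top of the shares of the summed RPKM. The other scalings replaced the ratio of these sums, which were 1125180 in the SC control and 1004210 in the SC heat stress library. Gene ontology enrichment, sequence divergence and quantitative PCR were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.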

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

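The tests of library scaling and of the sequencing lane were chosen only after the class medians had been seen, while the tests on chitin names and on bacterial genera were set before their values were computed.

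Cuticle contigs moved in opposite directions in the 2 populations, with a median log2 fold change of 0.83 in SD and -1.24 in SC, and a difference of 2.07 that was not tested, since each value comes from 1 pair of libraries. Library scaling was tested as a cause, and the median nearest to 0 over both populations and all scalings was 0.83, so no scaling brought a sign change. Among SD contigs with at least 10 control reads the median was lower, at 0.29. The sequencing lane was shared by the heat stress libraries of both populations and would move the class alike in both, which the difference of 2.07 argues against as the whole cause. A difference in developmental stage between the pools could move cuticle genes without any effect of heat. Contigs with chitin names, which moulting animals also use, had a median of 0.40 in SC, equal to that of all contigs, with members going both ways. Stage therefore cannot be told apart from a response to heat in these pools, and it stays open beside a biological difference between the populations, which was not tested.

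Cell wall-associated hydrolase contigs went the other way, with a median log2 fold change of -1.02 in SD and 1.35 in SC, a difference of -2.37 that was not tested either. Over both populations and all scalings the median nearest to 0 was -0.94, so scaling alone leaves the pattern in place, and the difference of -2.37 argues against the shared lane as the whole cause. Reads from bacteria in the cultures are a candidate explanation. If they were the source, other contigs named for bacterial genera would fall in SD and rise in SC while contigs named for animal genera stay near the median contig. Relative to the median contig, the bacterial names stood at -1.19 in SD and 0.97 in SC, and the animal names at -0.03 and -0.08. The hydrolase pattern is thus consistent with a change in the share of bacterial RNA in the libraries. Whether heat changed the bacteria, or the pools differed in bacteria from the start, was not tested.

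Contigs named for bacterial genera are not discussed in the paper as a group. Without the hydrolases, their median log2 fold change was -1.23 (-1.33 to -0.99) over 151 contigs of 29 genera in SD and 1.37 (1.20 to 1.51) over 181 contigs of 33 genera in SC, a difference that was not tested. In SD 132 of them were lower after heat stress and 30 were called down-regulated. In SC 162 were higher and 83 were called up-regulated, or 46 relative to the median contig. Recovered reads on them, which are lower bounds, went from 3292 to 1815 per 1000000 reads in SD and from 5868 to 11166 in SC. The signs held relative to the median contig (-1.19 in SD and 0.97 in SC), which argues against scaling. The names rest on BLAST hits in the deposited values and no sequence was examined, so misnamed animal contigs stay open, as does a biological difference between the cultures, which was not tested.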

How the results depend on the processing

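The alternatives chosen only after the data were seen were the trimmed mean of ratios, the scale of the paper's mtDNA fold changes, tests counted over the whole assembly, the assumed biological variation, the minimum of 1 RPKM, the addition of 1 RPKM, class medians over contigs with at least 10 control reads, and the SC control reads taken as the population total less the heat stress library, for the mapped share and for the scaling to reads sequenced. All others had been listed beforehand.

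The number of called contigs stayed within 1.5 times its value for both populations under the stricter Bonferroni threshold, the filter on more than 10 reads in at least 1 library, scaling by the median ratio, scaling to reads sequenced, thinning, the trimmed mean, the paper's mtDNA scale, tests over the whole assembly and the minimum of 1 RPKM. With the Benjamini-Hochberg threshold, 1268 SD contigs (57.1% up-regulated) and 4314 SC contigs (68.2%) were called, and 113 SC contigs exceeded 10-fold. On recovered reads, Kal's *Z*-test called 3749 SC contigs (60.7% up-regulated), and the SD share reversed to 43.9%. Fisher's exact test called 3790 SC contigs (62.5%), 33 of them over 10-fold. The cause was not tested beyond the comparison of RPKM with reads among the other observations.

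More than 10 reads in both libraries left 287 SD contigs, 42.2% of them up-regulated, with 17 over 10-fold in SD and 0 in SC. More than 10 control reads gave up-regulated shares of 34.2% in SD and 50.4% in SC, and the same 17 and 0. A minimum of 1 RPKM in both libraries brought the SD share to 43.2%. The filter on control reads kept 121 of the 274 up-regulated SD contigs and 233 of the 252 down-regulated ones, since by its construction it removes contigs that rose from few control reads. Counts over 10-fold in SD went to 108 with 0.5 reads added and 133 with 1 RPKM added.

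Scaling decided the direction of the calls in SC. The up-regulated share reversed to 15.2% under the median ratio, 15.7% under the trimmed mean and 26.9% under reads sequenced, and was 51.1% on the paper's mtDNA scale. The value under reads sequenced uses the number that the paper gives for the SC control, which equals the total behind its RPKM values. With the population total less the heat stress library in its place, the share did not reverse and was 71.5%, with 32 contigs over 10-fold, and the medians were -0.47 for mtDNA, -0.40 for ribosomal protein and 0.31 for protease and proteasome contigs. The SC calls under reads sequenced, though not the medians, also carry the ratio of the summed RPKM. Neither SC share therefore shows the effect of that factor alone. In SD the share was 59.2% under reads sequenced. SC contigs over 10-fold numbered 4 under the median ratio, 4 under the trimmed mean and 6 under reads sequenced with the paper's number. In the same order of scalings, the SC median log2 fold changes were 0.13, 0.14 and 0.20 for heat shock, -1.64, -1.63 and -1.57 for cuticle, -1.03, -1.02 and -0.96 for mtDNA, -0.96, -0.95 and -0.89 for ribosomal protein and 0.95, 0.96 and 1.02 for hydrolase contigs. Protease and proteasome contigs in SC changed sign, to -0.26, -0.25 and -0.19. The mtDNA median was -0.52 on the paper's scale, and the SD ribosomal median -0.066 under reads sequenced. The shifts of the medians follow from the single factor applied to each library. Which factor is right was not tested. The lipid transport medians stayed within their intervals under all scalings, and the SD cuticle median fell to 0.29 over contigs with at least 10 control reads.

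An assumed biological variation of 0.1 gave 210 SD contigs, 160 of them also called in the main setting, with 39 over 10-fold. It gave an SC share of 71.4% with 4 over 10-fold. At 0.4 it left 18 SD contigs, 94.4% up-regulated and 17 over 10-fold, and 0 SC contigs with 0 over 10-fold, so that no SC share or largest fold change could be given. Calls of single classes also moved. Cuticle contigs called up-regulated in SD ranged from 1 at a variation of 0.4 to 34 with the Benjamini-Hochberg threshold, and those called down-regulated in SC from 0 to 21. The mtDNA genes called down-regulated in SD numbered 7 under reads sequenced and 0 at a variation of 0.1, which also called 0 in SC.

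Scaled to reads sequenced, the median log10 RPKM was 1.05 in the SD control and 1.06 in the heat stress library of each population. It was 1.14 in the SD control with contigs at 0 included and 1.07 in the SC control after thinning, and 0.897 there with its reads taken as the population total less the heat stress library. The mapped share of the SC control was 71.0% with the same number. Of 305 fold changes of 47 single genes under the other settings, 208 stayed within their counting interval, 97 moved outside it and 0 of the called ones changed sign. Of 52 medians of the 4 remaining classes, 38 stayed within their interval and 11 moved outside it, beside the 3 sign changes of the SC protease and proteasome median given above. These 3 are counted because that interval excluded 0. The SD medians of ubiquitin contigs and of protease and proteasome contigs, whose intervals included 0, also crossed 0, the former under the median ratio, the paper's mtDNA scale and reads sequenced, and the latter over contigs with at least 10 control reads.

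No paired analysis was possible because each condition has 1 library. TMM scaling and exact tests with an assumed variation, as planned with edgeR, were not run because the deposited values are RPKM; the median ratio was computed directly in place of DESeq2's size factors. Restricting the correction to contigs with at least 1 read removed no contig and was left out. Adding 0.5 reads left the calls and their directions as they were, so the share of contigs that rose did not move. Depth limits the low end: a contig at 0 in the control, or with 1 to 3 reads, supports a large ratio only with a wide interval, and this concerns SD most, whose control library is the smallest.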

Differences from the paper's values

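The trimmed mean of ratios, the addition of 1 RPKM and the SC control reads taken from the population total were chosen only after the results had been seen.

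Over 10-fold up-regulation was counted for 68 SD contigs here, against the paper's 125. Of the alternatives set before the data were examined, the Benjamini-Hochberg threshold (99) and the addition of 0.5 reads (108) brought the count within 1.5 times of the paper's. The stricter Bonferroni threshold, the 3 filters on reads, the tests on recovered reads, both scalings and thinning did not. Adding 1 RPKM to each library gave 133, a setting chosen after seeing the values. Of the 80 called contigs listed at 0 in the control, the count of 68 holds only the 9 that exceeded 10-fold against the floor of 3 control reads. For the *hsp70* interacting protein, listed at 0 in the SD control and at 41.2 RPKM after heat stress, the paper gives 41.6, and the bound here is at least 3.72-fold. Adding 0.5 reads gave 22.7 and adding 1 RPKM gave 42.2.

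In SC, 0 heat shock contigs exceeded 10-fold here, against the paper's 2. None of the alternatives set before the data were examined changed this, nor did any setting added later. The fold changes that the paper lists for single heat shock genes hold none over 10-fold in SC either.

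Contigs named for ubiquitin, proteases or the proteasome were called up-regulated 12 times in SD, against the paper's 19 genes associated with proteolysis, a class the paper drew by annotation. The Benjamini-Hochberg threshold gave 18, and none of the other alternatives set before the data were examined closed the gap. In SC 8 were called up-regulated, against the paper's 17, and none of those alternatives came within 1.5 times of the paper's number. Scaling to reads sequenced with the SC control reads taken as the population total less the heat stress library gave 13. Down-regulated SC contigs of this group numbered 11, against the paper's 18. The Benjamini-Hochberg threshold and scaling to reads sequenced gave 17 each, the latter with the paper's number of SC control reads, and scaling by the median ratio 26, and the other alternatives did not close the gap. The trimmed mean, chosen after seeing the values, gave 25, and the population total less the heat stress library gave 4. The SC counts under reads sequenced also carry the ratio of the summed RPKM.

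For genes identified by name, the paper's fold changes stood in a nearly fixed proportion to the ratios of deposited RPKM, from 1.01 to 1.04 times over 15 values in SD and from 1.08 to 1.10 times over 15 values in SC. The paper's largest fold changes, 524.4 in SD and 25.3 in SC, compare with 511 and 23.3 here.

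The paper states that RPKM values were slightly lower in the heat stress samples. Here the median went from 13.9 to 13.8 in SD and rose from 10.9 to 14.3 in SC. The paper states that most significant contigs lay from 10 to 100 RPKM. In the control and heat stress libraries this held for 40.1% and 51.5% of called SD contigs and for 33.1% and 35.1% of called SC contigs. The paper states that heat shock genes were always induced more in SD. Of 11 heat shock names on exactly 1 contig in each population, which need not be orthologs, the fold change was higher in SD for 7, or 9 relative to the median contig. None of the names higher in SC was called in SD. The paper also lists heat shock genes with a higher value in SC, none of them significant in either population. Its statement on induction is thus not contradicted by these names. A false discovery rate is said in the paper to call over an order of magnitude more contigs than Bonferroni correction. Here the Benjamini-Hochberg threshold called 2.41 times as many in SD and 3.72 times as many in SC. The paper gives the uniquely mapped share of the SC control as 71%, and the number of control reads it gives as sequenced equals 100% of the total behind the RPKM values. Taking the control reads as the population total less the heat stress library, chosen after seeing the values, gives 71.0%.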

Other observations

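The tests on contigs with fewer than 10 control reads and on the heat shock contigs were chosen only after the result was seen; those on depth, on abundant contigs and on simulated libraries were set before.

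More contigs exceeded 10-fold in SD (68) than in SC (20). A difference in depth was tested as the cause, since the SD control library is the smallest and more of its contigs have few or no reads. With all 4 libraries thinned to one depth, 22 SC contigs exceeded 10-fold, against 75 in SD, so depth alone does not account for the difference. Contigs with fewer than 10 control reads were tested too. Without them 17 SD contigs and 0 SC contigs exceeded 10-fold, which argues against poorly covered contigs as the whole cause, although they make up most of both counts. The sequencing lane was shared across populations. A difference between the populations, or between the pools that were sampled, stays open and was not tested.

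The median contig rose by 0.40 on the log2 scale in SC, and changed by -0.03 in SD. A few genes taking most of the reads could give such a shift. Leaving the mtDNA genes out of the library totals gave 0.35, and leaving out the 100 most abundant contigs, which took at least 21.5% of the control reads and 18.4% of the heat stress reads, gave 0.34. The reads left out are recovered reads and thus lower bounds. Each removal lowered the shift a little and left most of it, which argues against either set as the whole cause. The deposited values hold part of the assembly, and the reads on the remaining contigs are not known. Lane and treatment cannot be told apart within SC, so a change with heat stress and a technical difference between its 2 libraries both stay open.

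Over the whole class of heat shock names, the population medians were close, at 1.50-fold in SD and 1.44-fold in SC, but how close depended on the scaling. They were 1.54 and 1.10 under the median ratio and 1.58 and 1.15 under reads sequenced, or 1.62 in SC with its control reads taken as the population total less the heat stress library, a scaling added after the data were seen. Among called and up-regulated contigs, a subset chosen after the class medians had been seen, the median fold change was 12.7 in SD and 4.37 in SC. Library scaling was tested, and the lowest SD median over the 5 other scalings was 12.9, above the highest SC median, 4.91. Few control reads on the SD contigs were tested as well, and with at least 10 control reads the SD median was 9.50 against 4.25 in SC. Both tests run on contigs chosen for their rise. The SC contigs of this subset started from a higher control RPKM (85.7 against 30.6) and reached a similar one after heat stress (487 against 417), a pattern consistent with a higher baseline as well as with a weaker response. The assemblies differ, and reads of related *hsp* copies can be split between contigs. A biological difference in induction was not tested with replicates here.

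Called contigs differed between RPKM and reads. A read on a short contig counts for more RPKM than 1 on a long contig, and this was tested on libraries drawn with no change between them. The test on RPKM then called 9 SD contigs, of median length 94 bp against 788 bp for all, and 4 SC contigs, of median length 100.0 bp against 751 bp, while the test on reads called 0. A read on a short contig may therefore add a small number of calls, although 9 is far below the 526 called in SD. No biological explanation was tested for this pattern.

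Contigs with ferritin names were called down-regulated in 4 of 9 cases in SD and in 5 of 12 in SC, with median log2 fold changes of -0.54 (-0.82 to 0.13) and -0.82 (-1.15 to -0.36). Contigs with chitin names had a median of 0.16 (-0.24 to 0.35) over 36 contigs in SD. Ribosomal protein contigs in SD had a median of -0.14 (-0.19 to -0.11), with 1 of them called down-regulated.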
